# Gut Microbiota‐Butyrate‐PPARγ Axis Modulates Adipose Regulatory T Cell Population

**DOI:** 10.1002/advs.202411086

**Published:** 2025-02-25

**Authors:** Banru Chen, Lizhi Guan, Chao Wu, Yiwen Gong, Lei Wu, Minchun Zhang, Zhiwen Cao, Yufei Chen, Chengcan Yang, Bing Wang, Yunqi Li, Bin Li, Yufang Bi, Guang Ning, Jiqiu Wang, Weiqing Wang, Ruixin Liu

**Keywords:** butyrate, fiber, gut microbiota, PPARγ, ST2, Treg, visceral adipose tissues (VATs)

## Abstract

Gut microbiota is essential for the function of peripherally‐induced regulatory T (pTreg) cells. However, how commensal bacteria affect thymically derived fat‐resident Treg cells that harbor a unique expression of peroxisome proliferator‐activated receptor (PPAR)‐γ and suppress inflammation in visceral adipose tissue (VAT), is not well defined. Here it is revealed that microbiota depletion causes a drastic decline in Treg cell population in VAT, particularly those expressing ST2 (ST2^+^ Treg), which are largely restored after gut microbiome reconstruction. Mechanistically, gut microbiota‐derived butyrate increases VAT ST2^+^ Treg cells through binding PPARγ. Butyrate supplementation and high fiber diet increase VAT ST2^+^ Treg population in obese mice, and ameliorated glucose tolerance and visceral inflammation. Furthermore, human omental adipose Treg cells show positive correlation with fecal butyrate and certain butyrate‐producing microbes. This study identifies the critical role of gut microbiota‐butyrate‐PPARγ axis in maintaining VAT Treg population, pinpointing a potential approach to augment VAT Treg population and ameliorate inflammation.

## 1 Introduction

The prevalence of obesity is increasing worldwide, being a major health challenge associated with chronic inflammation, a common denominator of systemic metabolic disorders.^[^ ^1^ ^]^ Visceral adipose tissue (VAT) harbors a wide range of immune cell populations and is one of the key sources of inflammatory mediators driving metabolic dysregulation and systematic chronic inflammation.^[^ ^2^ ^]^ Investigations on factors regulating immune cells resident in VAT are of significance for controlling inflammation and maintaining adipose homeostasis, potentially ushering approaches toward anti‐inflammatory therapeutics for metabolic syndrome.

Varies of immune cell populations in VAT are involved in metabolic regulation. Among them, Foxp3‐expressing regulatory T (Treg) cells act as a key defender of the anti‐inflammatory state in VAT. In obese individuals, changes in excess lipid storage and factors like lipotoxicity, hypoxia, and necrosis create a pro‐inflammatory microenvironment, in which Treg cells decline, and macrophages shift from an alternative (M2‐like) phenotype to a pro‐inflammatory (M1‐like) state.^[^ ^2^, ^3^ ^]^ However, the stimuli or factors that shape the VAT Treg cell population are still largely undetermined.

Gut microbiota and its metabolites have emerged as important regulators of immune system. Various immune cell types and cytokine profiles in intestinal lamina propria have been demonstrated to be regulated by gut microbiota.^[^ ^3b^ ^]^ For instance, gut microbiota plays a crucial role in the generation of peripherally induced Treg (pTreg) cells.^[^ ^4^ ^]^ These cells are negative for Helios or Neurophilin‐1, two markers that distinguish thymus‐derived Tregs (tTregs) from pTreg.^[^ ^5^ ^]^ Specifically, microbiota‐derived short‐chain fatty acids (SCFAs) especially butyrate promote colonic pTreg differentiation by enhancing histone H3 acetylation at the promoter and conserved noncoding sequence 1 (CNS1) of the *Foxp3* locus.^[^ ^6^ ^]^ Furthermore, several secondary bile acids such as isodeoxycholic acid and isoallolithocholic acid enhance the differentiation of colonic retinoic‐acid‐receptor‐related orphan nuclear receptor‐γt (RORγt^+^) pTreg through the activation of CNS1 and the production of mitochondrial reactive oxygen species, respectively.^[^ ^7^ ^]^

Unlike colonic peripheral RORγ^+^ Treg cells, VAT Treg cells are thymus‐derived and exhibit a distinct phenotype characterized by the expression of peroxisome proliferator‐activated receptor‐γ (PPAR‐γ).^[^ ^8^ ^]^ VAT Treg cells play an important role in maintaining immune homeostasis and insulin sensitivity.^[^ ^9^ ^]^ Recent advances in single‐cell RNA sequencing (scRNA‐seq) have further revealed heterogeneity within VAT Treg cells.^[^ ^10^ ^]^ These studies identify two distinct subsets based on the expression of the interleukin‐33 receptor (ST2): ST2^+^ (or ST2^high^) and ST2^−^ (ST2^low^) Treg subsets. The ST2^+^ subset is characterized by high expression of PPARγ, a transcription factor critical for its development and function. Functional studies have demonstrated that PPARγ is indispensable for the generation of ST2^+^ VAT Treg cells, as its deletion selectively abolishes ST2^+^ subset.^[^ ^10^ ^]^ The accumulation of VAT Treg cells is influenced by age, sex, and obese status.^[^ ^11^ ^]^ However, it remains unknown whether commensal bacteria could affect VAT Treg cells or their subsets.

Here, we focus on the unique features of immune cells residing in VAT in the presence or absence of gut microbiota. scRNA‐seq reveals a marked reduction in VAT Treg cells upon microbiota depletion. Microbiota deprivation and reconstitution models confirm that gut microbiota is indispensable in maintaining ST2‐expressing (ST2^+^) Tregs in VAT. We further identify that butyrate acting as an endogenous PPARγ agonist directly binds to PPARγ and promotes PPARγ‐mediated transcriptional activity, thereby increasing VAT ST2^+^ Treg cell population. Depletion of PPARγ in Treg cells largely abolishes the effects of butyrate, indicating the importance of butyrate‐PPARγ axis in the maintenance of VAT ST2^+^ Treg cells. Therapeutically, butyrate and inulin supplementation effectively increase ST2^+^ Treg cells and alleviate chronic inflammation in VAT during obesity. In humans, fecal butyrate levels correlate with Treg cells in omental adipose tissue. Together, our findings suggest that gut microbiota and its microbial fermentation product, butyrate, is essential for maintaining VAT Treg cells through activating PPARγ.

## 2 Results

### 2.1 Gut Microbiota Is Indispensable for the Maintenance of ST2^+^ Treg Cells in VAT

The ex‐organ influence of gut microbiota on visceral adipose immune homeostasis has not been illustrated previously. We performed scRNA‐seq of CD45^+^ immune cells in VAT from conventionally raised specific pathogen‐free (SPF) and antibiotic‐treated (ABX) mice, to comprehensively understand the impact of gut microbiota on adipose immune cells. 

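CD45+ cells were separated with magnetic beads from VAT of 15-week-old SPF mice given normal water (NW) or antibiotics (ABX), and 1 library per condition was made with the BD Rhapsody whole transcriptome assay, in which each cell is captured in a microwell with a barcoded bead. The paper's text does not name the number of mice behind each library. The authors processed the reads with the manufacturer's pipeline on the mouse genome build GRCm38, which lists per cell barcode the unique molecular identifiers (UMIs) of each gene, that is, the distinct mRNA molecules counted, and those of each AbSeq antibody. The values used here are these whole-number UMI counts, without normalization. The NW library held 17662 barcodes, 24765 genes and 79855126 mRNA UMIs, and the ABX library held 17785 barcodes, 25447 genes and 64801767 mRNA UMIs. The antibodies added 18834984 UMIs in NW and 13286580 in ABX. After the filters of the methods, 12474 NW cells with a median of 5092 UMIs and 2045 genes and 12724 ABX cells with a median of 3845.5 UMIs and 1717 genes were analysed. Both libraries were merged without integration and log-normalized in Seurat, and the total UMI count was regressed out of 2000 variable genes. Clusters were found by the Louvain method at resolution 0.6 on weighted nearest neighbours of 30 principal components and the 8 antibodies that the methods list. Clusters led by markers of more than 1 class were split again at resolution 0.3, and each cluster was named, as a cell type "-like", from lists of marker genes fixed in advance. Predicted doublets were kept, since the methods name no removal. Each share of cells is given with its exact (Clopper-Pearson) 95% binomial interval, and each ratio of ABX to NW shares with a 95% counting interval. With 1 library per condition, these intervals cover counting error only, the spread between mice and between libraries is unknown, and no test between the conditions was made.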

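Across NW and ABX, clustering gave 28 clusters, of which 3 were split, for 36 in all. Names could be given to cells of all 14 types that Figure 1B shows. Macrophage-like cells were the most frequent, with 5765 cells in NW and 4991 in ABX, and neutrophils were among the least frequent, with 68 and 60 cells. Besides these types, 360 NW and 525 ABX cells formed an endothelial-like cluster, and 5 NW and 86 ABX cells a fibroblast-like cluster. The clusters left without a name held 3.29% (95% interval 2.99% to 3.62%) of NW cells and 3.54% (3.23% to 3.88%) of ABX cells. They included a cluster led by proliferation genes such as Top2a and Mki67, with 200 NW and 151 ABX cells, and 4 clusters with markers or leading genes of more than 1 lineage, with 111 NW and 85 ABX cells together. A macrophage-like cluster of 625 NW and 783 ABX cells was led by the inflammatory genes Ccl12, Il1b, Cxcl2 and Tnf, and another, of 60 NW and 68 ABX cells, by the interferon-stimulated genes Ifit3, Rsad2 and Ifit1. When the mRNA counts were clustered without the antibodies, 10 of the 14 types could be named, and activated CD4+ T, resting CD4+ T, CD8+ T and NKT cells could not.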

We clustered immune cells into 14 subsets based on the selected most variable genes and canonical immune cell surface markers (**Figure** **1**A,B; Figure S1, Supporting Information). Most immune cell subsets were retained or increased to varying degrees after gut microbiota depletion, while notably, the proportion of Foxp3‐expressing Treg cells was most strikingly decreased in ABX mice (Figure 1C). 

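The Treg-like cluster held 403 of the 12474 NW cells, a share of 3.23% (95% interval 2.93% to 3.56%), and 165 of the 12724 ABX cells, a share of 1.30% (1.11% to 1.51%). The log10 ratio of ABX to NW shares, the quantity of Figure 1C, was -0.396 (95% counting interval -0.474 to -0.319), a linear ratio of 0.401, and it ranked lowest of the 14 subsets. Among the alternative settings, 50 principal components moved the Treg-like log10 ratio most, to -0.289 (-0.351 to -0.226). The share was higher in ABX than in NW in 8 of the 14 subsets. Resting CD4+ T-like cells made up 0.369% of NW and 1.05% of ABX cells, with a log10 ratio of 0.456 (0.311 to 0.601), on 46 and 134 cells. B cell-like cells rose from 3.25% to 7.68%, a log10 ratio of 0.374 (0.325 to 0.423). Log10 ratios between 0.147 and 0.237 were found for NK-, NKT-, plasma cell-, ILC2- and CD8+ T-like cells, all with intervals above 0. The NK-like ratio moved beyond its interval in 7 of 19 alternatives, down to 0.0674 (0.00419 to 0.131) with more variable genes. The gdT-like share, 1.96% in NW and 2.31% in ABX, had a log10 ratio of 0.0723 with an interval that includes 0 (-0.000591 to 0.145). This depends on the setting, since the ratio moved upward beyond this interval in 6 of 19 alternatives, up to 0.182 (0.122 to 0.241) with RNA only. Lower shares in ABX were found for DC-like cells, from 13.3% to 9.56% (log10 ratio -0.143, interval -0.174 to -0.113), activated CD4+ T-like cells, from 4.83% to 3.90% (-0.0927, -0.143 to -0.0422), and macrophage-like cells, from 46.2% to 39.2% (-0.0712, -0.0837 to -0.0587). The activated CD4+ T-like ratio reversed in 1 of 18 alternatives, to 0.0191 with all 10 antibodies, where its interval included 0. Neutrophil-like cells made up 0.545% and 0.472%, with an interval of the ratio that includes 0 (-0.213 to 0.0874). Some of the genes that name a subset differed at least 1.5-fold between the libraries within it, with an interval that excludes no difference, among them 1 of 7 for Treg, 4 of 10 for gdT, 3 of 9 for ILC2, 3 of 11 for macrophages, 1 of 11 for DC, 1 of 7 for plasma cells and 1 of 7 for neutrophils. Clustered without the marker genes, a setting added after the data were seen, the log10 ratio was -0.360 (-0.431 to -0.289) for Treg-like, 0.172 (0.112 to 0.232) for gdT-like, 0.206 for ILC2-like, -0.0703 for macrophage-like, -0.143 for DC-like, 0.179 for plasma cell-like and -0.0625 for neutrophil-like cells. In the Treg-like cells of this setting, 7 of 7 Treg markers were at least 1.5-fold lower in ABX, so this setting does not remove the difference in markers for Treg-like cells. It joins 2 clusters, of which the one richest in Foxp3 had a log10 ratio of -0.480 (-0.574 to -0.386) and the other, with a Foxp3 UMI in 21.0% of NW and 16.7% of ABX cells, had -0.166 (-0.279 to -0.0536). The share of monocyte-like cells enters the rank and the count over the 14 subsets but is not compared here by itself. The reason is that 4 of their 9 marker genes differed in this way and no monocyte-like cluster was found without the marker genes.

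**Figure D1:**
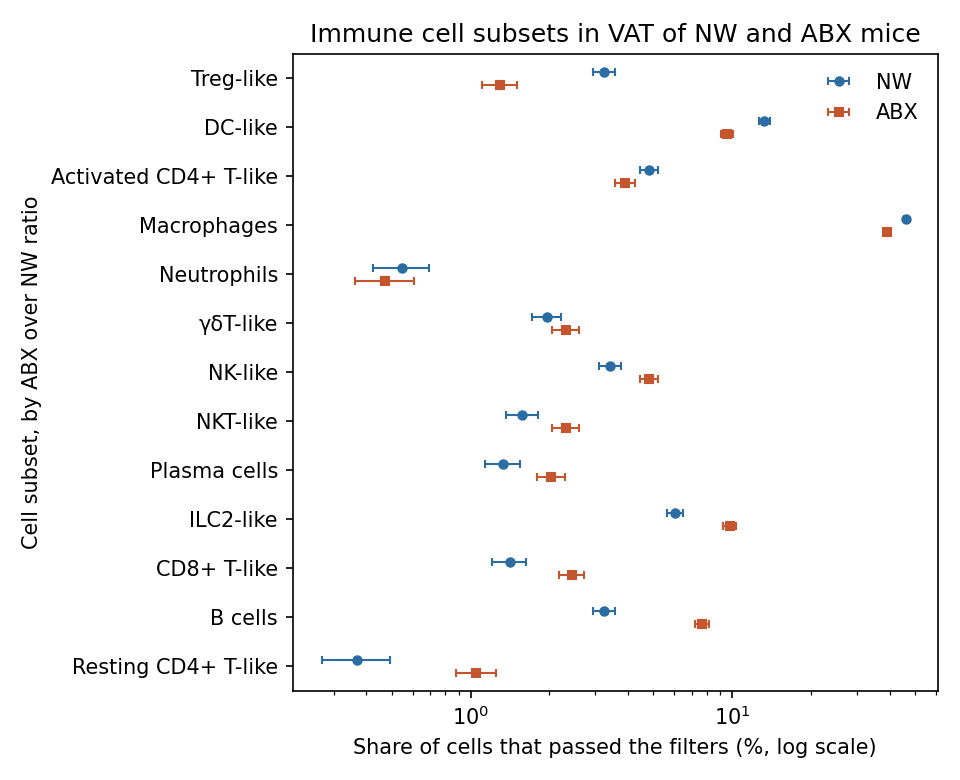
Share of NW (circles) and ABX (squares) cells in each subset other than monocytes, in percent on a log scale, with exact 95% binomial intervals as bars, ordered by the ratio of ABX to NW. Treg-like cells, at 3.23% in NW and 1.30% in ABX, stand at the top and resting CD4+ T-like cells, at 0.369% and 1.05%, at the bottom.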

The decreased ratio of visceral Treg cells in ABX group suggested a potential role of gut microbiota in regulating visceral Treg cell population. 

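Among CD4+ T-like cells alone (Treg-like, activated and resting), 38.3% (95% interval 35.4% to 41.4%) of 1051 NW cells and 20.8% (18.0% to 23.7%) of 795 ABX cells were Treg-like, a log10 ratio of -0.267 (-0.334 to -0.199). With 50 principal components this ratio was -0.162 (-0.213 to -0.11). Independently of clusters and their names, cells with at least 1 UMI of Foxp3 were counted. Foxp3 (listed in the files by its symbol) lies on chromosome X of GRCm38 from 7573644 to 7595245, on the plus strand. Foxp3 UMIs were found in 634 NW cells, 5.08% (4.70% to 5.48%), and in 261 ABX cells, 2.05% (1.81% to 2.31%), a log10 ratio of -0.394 (-0.456 to -0.332). Free RNA also gives UMIs in cells that do not express a gene. In macrophage-like cells, with medians of 5642 UMIs in NW and 4080 in ABX, the share with a Foxp3 UMI was 1.87% in NW and 0.581% in ABX. Because the ABX library was less deep, each cell was also thinned to 1000 of its UMIs, which left out 249 NW and 376 ABX cells with fewer. The expected share with a Foxp3 UMI was then 2.67% in NW and 1.15% in ABX, a log10 ratio of -0.367 (-0.451 to -0.282), and in macrophage-like cells 0.406% and 0.165%. Of the alternatives for Foxp3, thinning moved the ratio most. Among cells positive for CD4 and TCRβ by antibody, which can include other cells with antibody background, 22.1% (20.1% to 24.1%) of NW and 8.55% (7.16% to 10.1%) of ABX cells had a Foxp3 UMI, a log10 ratio of -0.412 (-0.495 to -0.329). From the lower Treg share in ABX mice, the paper proposes that gut microbiota may have a role in regulating the visceral Treg cell population.

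**Figure D2:**
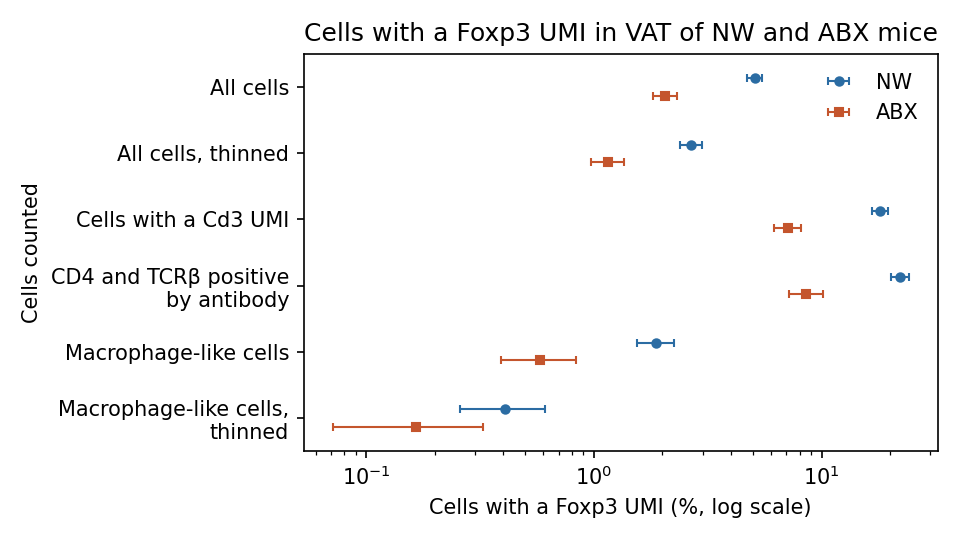
Share of NW (circles) and ABX (squares) cells with a Foxp3 UMI, in percent on a log scale, with exact 95% binomial intervals as bars, for all cells, cells with a Cd3 UMI, cells positive for CD4 and TCRβ by antibody, and macrophage-like cells as background. In all cells the share was 5.08% in NW and 2.05% in ABX.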

We then performed flow cytometry to verify changes of VAT Treg cells in germ‐free (GF) and ABX mice, and confirmed the significant decrease in VAT Treg cells in gut microbiota‐deficient mice (Figure 1D–F). Moreover, the remaining VAT Treg cells also had decreased expression of Foxp3, suggesting a general loss of Treg cell functionality (Figure 1G). Specifically, the remaining adipose Treg cells in microbiota‐depleted mice expressed dramatically low levels of the IL‐33 receptor ST2, whereas the expression of other typical VAT Treg markers, GATA3, and CD36, was largely preserved (Figure 1H). It has been reported that Treg cells can be classified into two subsets: ST2^+^ and ST2^−^.^[^ ^10^ ^]^ We further analyzed the changes of ST2^+^ and ST2^−^ adipose Treg subsets based on ST2 expression (Figure 1I). Strikingly, we found that microbiota deletion led to a significant decrease in the proportion and total number of ST2^+^ Treg cells but not in that of ST2^−^ Treg subset in VAT (Figure 1J,K; Figure S2A–D, Supporting Information). Unlike VAT, Treg proportions in SAT did not significantly decline after microbiota depletion (Figure S2E,F, Supporting Information), while specifically, the proportion of ST2^+^ Tregs in SAT showed a reduction in GF mice but not in antibiotic‐treated mice (Figure S2G, Supporting Information). Notably, the proportion of ST2^+^ Tregs was much higher in VAT compared to SAT (Figure S2H, Supporting Information). These findings emphasize the more robust responsiveness of VAT Tregs to microbiota changes. We next examined whether Treg cells in the spleen were also affected by gut microbiota, and found that the proportion and total number of splenic Treg populations did not differ upon microbiota depletion (Figure S2I–L, Supporting Information), indicating that the changes in VAT Treg cells in response to microbiota depletion did not arise from the spleen. Furthermore, we performed fecal microbiota transplantation (FMT) in GF mice to reconstitute the gut microbiota‐enriched microenvironment. Consequently, ST2^+^ adipose Treg cell proportion was largely recovered after microbiota recolonization, whereas ST2^−^ adipose Treg cells were stable across microbiota changes (Figure 1L–N). Taken together, these data indicate a vital role of gut microbiota in maintaining visceral Treg cells.

**Figure 1:**
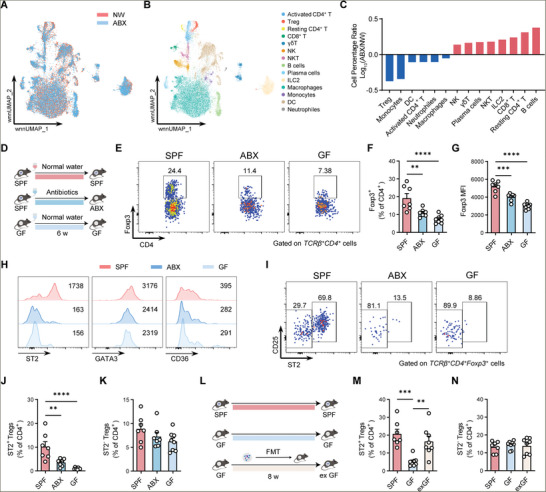
Gut microbiota is essential for the maintenance of ST2^+^ Treg cells in VAT. A,B) scRNA‐seq data of VAT CD45^+^ cells from 15‐week‐old SPF mice treated with normal water (NW) and antibiotics (ABX). A) Uniform Manifold Approximation and Projection (UMAP) representation of single cells from the two indicated groups or B) the cell types identified by marker genes. UMAP was obtained based on both scRNA‐seq and AbSeq Ab‐Oligos (antibody‐oligonucleotides). For (B), distinct clusters are annotated and color‐coded. C) Ratios of the distinct immune cell percentage of ABX mice to that of NW mice. D) Schematic of the experiment presented in (E–K). Representative of 15‐week‐old male SPF (*n* = 7), ABX (*n* = 7), and GF (*n* = 8) mice. E) Representative flow‐cytometric plots of Foxp3^+^ Treg cells among VAT TCRβ^+^CD4^+^ cells. Numbers in the plots indicate the percentages of Foxp3^+^ Treg cells among VAT TCRβ^+^ CD4^+^ cells. F) The percentages of Foxp3^+^ Treg cells among VAT CD4^+^ cells. G) The mean fluorescence intensity (MFI) of Foxp3 among VAT Foxp3^+^ Treg cells. H) Representative flow‐cytometric histograms of indicated cell markers ST2, GATA3, and CD36 among VAT Foxp3^+^ Treg cells. Numbers in the histograms indicate the MFI of these indicated markers among VAT Foxp3^+^ Treg cells. I) Representative flow‐cytometric plots of ST2^+^ CD25^+^ cells among VAT TCRβ^+^ CD4^+^ Foxp3^+^ cells. Numbers in the plots indicate the percentages of ST2^+^ Treg cells or ST2^−^ Treg cells among VAT Foxp3^+^ Treg cells. J,K) The percentages of ST2^+^ Treg cells (J) and ST2^−^ Treg cells (K) among VAT CD4^+^ cells. L–N) The experimental schematic (L), the percentages of ST2^+^ Treg cells (M), and ST2^−^ Treg cells (N) among VAT CD4^+^ cells are shown. SPF mice, *n* = 7; GF mice, *n* = 8; exGF mice, *n* = 8. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by one‐way ANOVA with Dunnett's multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.2 Butyrate‐Producing Microbiota Is Correlated with VAT ST2^+^ Treg Cell Maintenance

Next, we seek to screen the key microbes that are essential for VAT Treg cell maintenance. Mice were given a broad‐spectrum antibiotic cocktail containing ampicillin, vancomycin, streptomycin, and colistin or each individual antibiotic in drinking water for gut microbiota depletion, where each antibiotic modulated microbiota in a distinct way, to determine the specific microbes associated with visceral ST2^+^ adipose Treg cells. As a result, vancomycin‐treated mice showed a significant reduction in ST2^+^ adipose Treg cells to a similar degree as the broad‐spectrum antibiotic cocktail group, indicating that vancomycin‐sensitive microbiota may act as an important factor in maintaining ST2^+^ adipose Treg cells (**Figure** **2**A,B).

**Figure 2:**
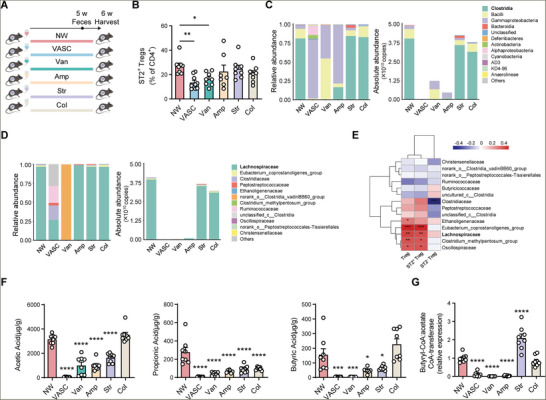
Depletion of butyrate‐producing microbiota correlates with the reduction of ST2^+^ Treg in VAT. A) Schematic of the experiment presented in (B–G). B) The percentages of ST2^+^ Treg cells among VAT CD4^+^ cells from 15‐week‐old male mice treated with NW (*n* = 8), antibiotic cocktail (VASC) (*n* = 9), vancomycin (Van) (*n* = 8), ampicillin (Amp) (*n* = 7), streptomycin (Str) (*n* = 8), and colistin (Col) (*n* = 8). C,D) Relative abundance (left) and absolute abundance (right) of bacterial taxa at the class level (C) or the family level (D) through 16S rRNA analysis. E) Heatmap of the Spearman's correlation coefficients between the percentages of Treg, ST2^+^ Tregs, and ST2^−^ Tregs among VAT CD4^+^ cells and gut bacteria at family level as assessed by 16S rRNA absolute quantification. F) Acetic acid, propionic acid, and butyric acid concentrations in fecal samples of mice treated with NW and each indicated antibiotic. NW, *n* = 8, VASC, *n* = 8, Van, *n* = 8, Amp, *n* = 7, Str, *n* = 8 and Col, *n* = 8. G) Relative gene expression of butyryl‐CoA: acetate CoA‐transferase in fecal samples of mice treated with NW and each indicated antibiotic. NW, *n* = 8, VASC, *n* = 7, Van, *n* = 8, Amp, *n* = 8, Str, *n* = 8 and Col, *n* = 8. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by Kruskal‐Wallis test with Dunn's multiple comparisons test (B) and one‐way ANOVA with Dunnett's multiple comparisons test (F,G). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Vancomycin treatment resulted in a nearly complete depletion in the abundance of *Clostridia* (Figure 2C; Figure S3A, Supporting Information). Further analysis of the taxa from *Clostridia* revealed that vancomycin‐treated mice showed the maximum decrease in the absolute and relative abundance of family‐level taxa known to produce SCFAs (Figure 2D; Figure S3B, Supporting Information), such as *Lachnospiraceae*, a typical butyrate‐producing microbe.^[^ ^12^ ^]^ Vancomycin treatment also resulted in a significant decrease in alpha diversity and beta diversity compared with control group (Figure S3C,D, Supporting Information). Meanwhile, the abundance of *Lachnospiraceae* showed positive correlations with the frequency of Treg and ST2^+^ Treg cells in VAT (Figure 2E). We next validated that several bacteria species that are reported to produce butyrate, including *Clostridium symbiosum*,^[^ ^12^ ^]^ *Roseburia intestinalis*,^[^ ^12^ ^]^ *Coprococcus eutactus*,^[^ ^12^ ^]^ *Anaerostipes hadrus*,^[^ ^12^ ^]^ *Coprococcus comes*,^[^ ^12^ ^]^ *Roseburia faecis*,^[^ ^13^ ^]^ *Blautia massiliensis*,^[^ ^14^ ^]^ *Blautia wexlerae*,^[^ ^14^ ^]^ *Lachnospira pectinoschiza*,^[^ ^14^ ^]^ and *Fusicatenibacter saccharivorans* ^[^ ^15^ ^]^ from *Lachnospiraceae*, and *Intestinimonas butyriciproducens* ^[^ ^16^ ^]^ and *Faecalibacterium prausnitzii* ^[^ ^17^ ^]^ in other family from *Clostridia*, were dramatically decreased due to vancomycin treatment and showed a positive correlation with ST2^+^ Treg cell frequency in the VAT (Figure S3E,F, Supporting Information).

Consistent with the reduction of butyrate‐producing bacteria, we also detected a significant drop in the fecal butyrate concentration in vancomycin group, and to a less extent, two other SCFAs, acetate and propionate were also reduced (Figure 2F). Meanwhile, bacterial genes encoding butyryl‐CoA: acetate CoA‐transferase, an enzyme involved in butyrate production by lactate‐utilizing bacteria in the gut, was also largely decreased in the feces after vancomycin treatment (Figure 2G). These data uncover the correlation of butyrate‐producing bacteria and butyrate with ST2^+^ adipose Treg cell maintenance, suggesting the possibility of butyrate as a potential mediator for regulating ST2^+^ adipose Treg cell population.

### 2.3 Butyrate Augments VAT Treg Cells via PPARγ Activation

SCFAs have been reported to be crucial in regulating colonic Treg cell homeostasis.^[^ ^6^, ^18^ ^]^ To assess the effects of butyrate and two other SCFAs on VAT Treg cells, we treated SPF mice with vancomycin in combination with butyrate, acetate, or propionate in the drinking water (**Figure** **3**A). Consistently, vancomycin treatment resulted in a drastic decrease in the proportion of ST2^+^ adipose Treg cells, while the provision of butyrate to vancomycin‐treated mice augmented ST2^+^ adipose Treg cells. Acetate and propionate did not show similar effects (Figure 3B). Meanwhile, the proportion of ST2^−^ Treg cells remained stable across different treatments (Figure 3C).

**Figure 3:**
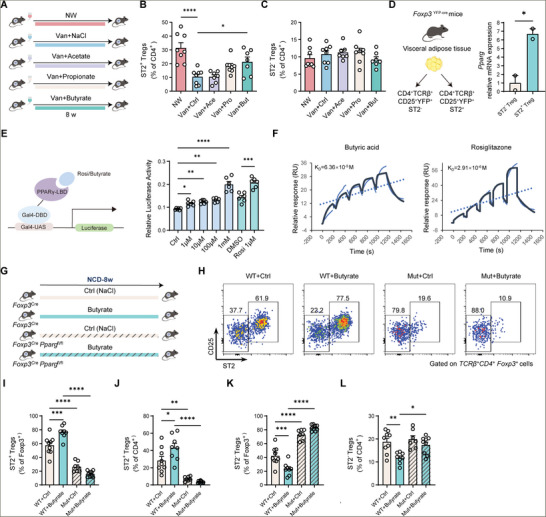
Butyrate supplementation increases VAT ST2^+^ Treg cells by promoting PPARγ activity. A) Schematic of the experiment presented in (B,C). B,C) The percentages of ST2^+^ Treg cells (B) and ST2^−^ Treg cells (C) among VAT CD4^+^ cells from 15‐week‐old male mice treated with NW (*n* = 8), Van+NaCl (*n* = 8), Van+Acetate (*n* = 7), Van+Propionate (*n* = 8), and Van+Butyrate (*n* = 7). D) The experimental schematic (left) and relative mRNA levels of *Pparg* in ST2^+^ and ST2^−^ VAT Treg cells (n  =  2 per group with each biological replicate containing pooled ST2^+^ or ST2^−^ VAT Treg cells from 14 mice). E) The experimental schematic (left) and PPARγ‐mediated luciferase reporter assay (right) in HEK293 cells, treated with a PPARγ activator rosiglitazone (1 µM), butyrate (1 µM, 10 µM, 100 µM, and 1mM) or DMSO. The relative luciferase activity was determined by the fold ratio of firefly luciferase to Renilla luciferase activity. LBD, ligand‐binding domain; DBD, DNA binding domain; UAS, upstream activating sequence. F) Sensorgrams for the affinity of butyric acid (left) and rosiglitazone (right) with PPARγ by SPR assays. G) Schematic of the experiment presented in (H‐L). *n* = 9 for *Foxp3* ^Cre^ (WT) +Ctrl and *Foxp3* ^Cre^ *Pparg* ^fl/fl^ (Mut) +Butyrate groups, *n* = 8 for *Foxp3* ^Cre^ (WT) +Butyrate group, and *n* = 7 for *Foxp3* ^Cre^ *Pparg* ^fl/fl^ (Mut) +Ctrl group. H) Representative flow‐cytometric plots of ST2^+^ CD25^+^ cells among VAT TCRβ^+^ CD4^+^ Foxp3^+^ cells. Numbers in the plots indicate the percentages of ST2^+^ Treg cells or ST2^−^ Treg cells among VAT Foxp3^+^ Treg cells. I,J) The percentages of ST2^+^ Treg cells among VAT Foxp3^+^ Treg cells (I) or among CD4^+^ cells (J) are shown. K,L) The percentages of ST2^−^ Treg cells among VAT Foxp3^+^ Treg cells (K) or among CD4^+^ cells (L) are shown. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by one‐way ANOVA with Dunnett's multiple comparisons test (B,C,E), two‐tailed unpaired Student's t‐tests (D) and two‐way ANOVA with Šidák's multiple comparison test (I–L). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

VAT Treg cells are primarily derived from the thymus (tTreg) and seeded in VAT early in life, rather than being peripherally converted Treg cells.^[^ ^8^, ^11^, ^19^ ^]^ The transcription factor PPARγ has been identified as a major driver of VAT Treg cells.^[^ ^8a^ ^]^ A recent study further reports that PPARγ is specifically highly expressed in ST2^+^ adipose Treg cell subset compared to ST2^−^ Treg subset, as revealed by scRNA‐seq.^[^ ^10^ ^]^ We next sorted VAT ST2^+^ and ST2^−^ Treg cells and confirmed that *Pparg* mRNA levels were much higher in ST2^+^ Treg cells compared to ST2^−^ Treg cells (Figure 3D). These findings suggest that PPARγ may act as a possible mediator linking butyrate and ST2^+^ adipose Treg cells. To assess the ability of butyrate to activate PPARγ‐mediated transcription, HEK293 cells were transfected with a fusion construct containing the PPARγ‐ligand binding domain (LBD) and Gal4‐DNA binding domain (DBD) and incubated with an increasing concentration of butyrate (Figure 3E). Notably, PPARγ‐mediated transcription was significantly activated by butyrate in a dose‐dependent manner (Figure 3E). Surface plasmon resonance (SPR) measurements further revealed the direct binding of butyric acid or butyrate to PPARγ protein with an estimated dissociation constant (*k_D_*) value of 63.6 µm and 119µm, respectively, while acetate and propionate showed no capacity to bind to PPARγ protein (Figure 3F; Figure S4, Supporting Information). These data support that butyrate can directly interact with PPARγ and activate PPARγ‐mediated transcriptional activity.

To investigate the role of PPARγ in the regulatory effects of butyrate on ST2^+^ adipose Treg cells, we specifically deleted PPARγ in Treg cells by cross‐breeding the *Foxp3* ^Cre^ strain with *Pparg* ^fl/fl^ mice. Treg‐*Pparg* knockout mice and their littermate controls were treated with butyrate‐containing drinking water or pH and sodium‐matched water as controls (Figure 3G). ST2^+^ adipose Treg cells showed a sharp decline in Treg‐*Pparg* knockout mice (*Foxp3* ^Cre^ *Pparg* ^fl/fl^) than control mice, whereas the proportion of ST2^−^ adipose Treg cells was not affected by PPARγ deficiency (Figure 3H–L), consistent to the driver effect of PPARγ on adipose Treg cells.^[^ ^8a^ ^]^ Importantly, we observed a significant increase in the proportion of ST2^+^ adipose Treg cells after butyrate treatment in control mice, while butyrate failed to induce the enrichment of ST2^+^ adipose Treg cells in Treg‐*Pparg* knockout mice (Figure 3I,J). Together, our data demonstrate that PPARγ acts as a binding protein of butyrate and mediates its enhancing effects on ST2^+^ adipose Treg cells.

### 2.4 Butyrate Increases VAT ST2^+^ Treg Cells and Ameliorates Metabolic Inflammation in Obese Mice via PPARγ

We next examined whether butyrate could restore VAT ST2^+^ Treg cells in pathological conditions in which VAT ST2^+^ Treg cells decline. It has been reported that VAT Treg cell population shows a substantial reduction in diet‐induced obesity,^[^ ^9^, ^20^ ^]^ and VAT Treg cells are known to improve obesity‐associated inflammation and insulin resistance.^[^ ^9^ ^]^ Therefore, we further investigated whether butyrate could affect VAT Treg cells and metabolic inflammation in high‐fat diet (HFD)‐induced obese mice and whether this effect was via the butyrate‐PPARγ axis. We treated *Foxp3* ^Cre^ *Pparg* ^fl/fl^ mice and their littermate controls with butyrate or NaCl in drinking water throughout the development of diet‐induced obesity (**Figure** **4**A). Butyrate treatment significantly increased the percentage of ST2^+^ Treg cells in VAT of control mice but not in *Foxp3* ^Cre^ *Pparg* ^fl/fl^ mice (Figure 4B–F). Importantly, butyrate‐treated control mice showed amelioration of HFD‐induced adipose inflammation, including reduced expression of tissue inflammation markers, such as *Il1b* and *Tnfa*, and less pro‐inflammatory cell infiltration, whereas these effects of butyrate were largely ablated in *Foxp3* ^Cre^ *Pparg* ^fl/fl^ mice (Figure 4G–I). Furthermore, butyrate treatment also improved glucose tolerance in control mice fed HFD but not in *Foxp3* ^Cre^ *Pparg* ^fl/fl^ mice (Figure 4J). These results indicate the importance of a butyrate‐PPARγ axis in VAT Treg cells during obesity. Together, butyrate treatment can retain ST2^+^ Treg cells in VAT during HFD and ameliorate HFD‐induced inflammation via PPARγ.

**Figure 4:**
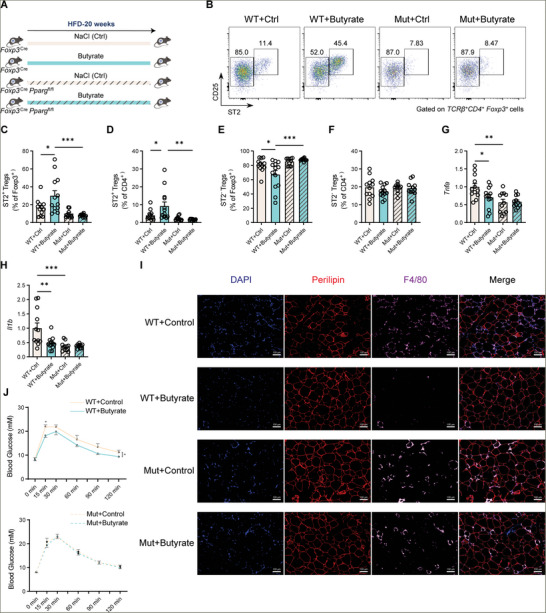
Butyrate supplementation increases VAT ST2^+^ Treg cells and ameliorates adipose inflammation in obese mice. A) Schematic of the experiment presented in (B‐J). *n* = 12–13 for *Foxp3* ^Cre^ (WT) +Ctrl group; *n* = 12–13 for *Foxp3* ^Cre^ (WT) +Butyrate group; *n* = 11 for *Foxp3* ^Cre^ *Pparg* ^fl/fl^ (Mut) +Ctrl and *n* =11–12 for *Foxp3* ^Cre^ *Pparg* ^fl/fl^ (Mut) +Butyrate group. B) Representative flow‐cytometric plots of ST2^+^ CD25^+^ cells among VAT TCRβ^+^ CD4^+^ Foxp3^+^ cells. Numbers in the plots indicate the percentages of ST2^+^ Treg cells or ST2^−^ Treg cells among VAT Foxp3^+^ Treg cells. C,D) The percentages of ST2^+^ Treg cells among VAT Foxp3^+^ cells (C) and CD4^+^ cells (D) are shown. E,F) The percentages of ST2^−^ Treg cells among VAT Foxp3^+^ cells (E) and CD4^+^ cells (F) are shown. G,H) Relative RNA expression of *Tnfa* (G) and *Il1b* (H) in VAT. I) Representative immunofluorescence staining of perilipin1 and F4/80 in VAT from four groups. Images are representative of four independent samples, scale bar 100 µm. J) Top, glucose tolerance tests (GTT) for WT+Control and WT+Butyrate group. Bottom, GTT for Mut+Control and Mut+Butyrate group. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by two‐way ANOVA with Šidák's multiple‐comparisons test (C–H) and two‐way repeated‐measures ANOVA with Bonferroni's multiple comparisons test (J). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.5 Fiber Supplementation Increases ST2^+^ Treg Cells and Improves Chronic Inflammation in VAT during Diet‐Induced Obesity

Inulin, a slowly digestible fructose polymer, can be effectively converted into SCFAs by gut microbiota.^[^ ^21^ ^]^ We next investigated whether supplementation with dietary fiber containing inulin, a more practical and lifestyle‐friendly approach that could be fermented to produce butyrate, can also enhance ST2^+^ Treg cells and ameliorate chronic inflammation in adipose tissues in diet‐induced obesity. Mice were fed with chow diet (CD), HFD and HFD supplemented with inulin as a source of fiber (high‐fat/high‐fiber diet, FFD) (**Figure** **5**A).^[^ ^22^ ^]^ Following the inulin‐enriched HFD, the concentrations of three SCFAs significantly increased in the feces, with butyrate showing the largest fold increase (Figure 5B; Figure S5, Supporting Information). Consistent with previous studies,^[^ ^8^, ^9^, ^10^ ^]^ we observed that ST2^+^ Treg cells were significantly decreased in adipose tissue of mice fed HFD compared with CD‐fed mice (Figure 5C–G). Importantly, inulin supplementation significantly restored the percentage of ST2^+^ Treg cells in VAT (Figure 5C–G). The expression of *Pparg* exhibited a similar changing pattern to the frequency of ST2^+^ Treg cells in VAT (Figure 5H). In addition, inulin supplementation led to a decreased expression of inflammatory genes and improved insulin sensitivity (Figure 5I,J). These results suggest that dietary fiber intake elevates butyrate concentration and increases the pool of ST2^+^ Treg cells in VAT, associated with the improvement in obesity‐associated inflammation and metabolic abnormalities after treatment.

**Figure 5:**
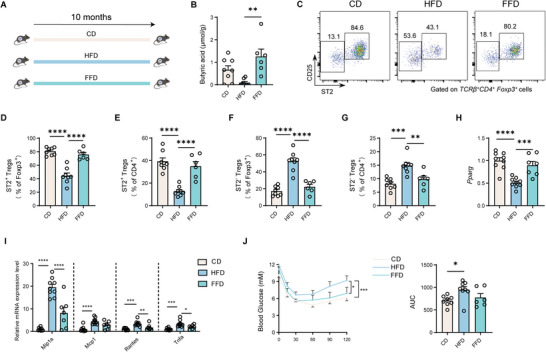
Dietary fiber increases Butyrate and VAT Treg levels and ameliorates obesity‐related inflammation. A) Schematic of the experiment. B) Butyric acid concentrations in fecal samples of mice treated with each diet. C) Representative flow‐cytometric plots of ST2^+^ CD25^+^ cells among VAT TCRβ^+^ CD4^+^ Foxp3^+^ cells. Numbers in the plots indicate the percentages of ST2^+^ Treg cells or ST2^−^ Treg cells among VAT Foxp3^+^ Treg cells. D, E) The percentages of ST2^+^ Treg cells among VAT Foxp3^+^ cells (D) and CD4^+^ cells (E) are shown. F, G) The percentages of ST2^−^ Treg cells among VAT Foxp3^+^ cells (F) and CD4^+^ cells (G) are shown. H) Relative mRNA expression of *Pparg* in VAT of different groups. I) Relative RNA expression of *Mip1a*, *Mcp1*, *Rantes*, and *Tnfa* in VAT of different groups. J) Insulin tolerance tests (ITT) for three groups. For B–G, J), *n* = 8 for control group and HFD group; *n* = 6 for FFD group. For H‐I, *n* = 9 for control group and HFD group; *n* = 7 for FFD group. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by one‐way ANOVA with Šídák's multiple comparisons test (B, D–I, J(right)) and two‐way repeated‐measures ANOVA with Dunnett's multiple comparisons test (J, left). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.6 Associations of Fecal Butyrate Concentration with Treg Frequency in Human Omental Fat

To extend our findings into human physiology, we assessed the relationship between butyrate and VAT Treg cells in humans. Omental fat and stool samples from 11 male and 17 female obese individuals undergoing bariatric surgery for weight loss were collected (**Figure** **6**A). Treg cells isolated from fresh omental fat tissue were analyzed by flow cytometry. Clear Foxp3^+^ Treg cells were detected in both male and female individuals with varied Treg cell frequencies, but few of the human VAT Treg cells showed ST2 expression (Figure S6A,B, Supporting Information). According to a previous report of sex‐specific differences in Treg cells from VAT,^[^ ^23^ ^]^ we analyzed VAT Treg cell frequency in male and female individuals separately, where the frequency of VAT Treg is significantly higher in males than in females (Figure 6B,C). Furthermore, consistent with our findings in mice, fecal butyrate concentration exhibited positive correlations with VAT Treg cell frequency in both female and male individuals with more obvious in females than males (Figure 6D–G). We did not observe associations between fecal acetate or propionate concentration with VAT Treg frequency in the two sexes (Figure S6C–J, Supporting Information).

**Figure 6:**
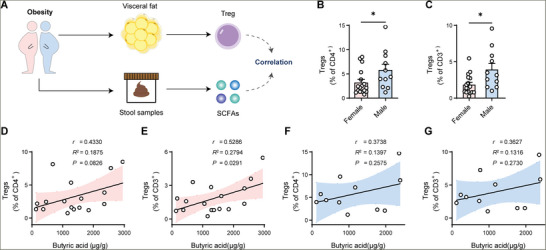
Human fecal butyrate shows a positive association with omental adipose Treg cells. A) Schematic of the experiment presented in (B–G). *n* = 17 for female obese subjects; *n* = 11 for male obese subjects. B,C) The percentages of Treg cells to CD4^+^ cells (B) or to CD3^+^ cells (C) in female and male omental fat are shown. D,E) Correlation between fecal concentration of butyric acid and the percentages of Treg cells among CD4^+^ cells (D) or among CD3^+^ cells (E) in female omental fat. F,G) Correlation between fecal concentration of butyric acid and the percentages of Treg cells among CD4^+^ cells (F) or among CD3^+^ cells (G) in male omental fat. Error bars represent the mean ± s.e.m. (B,C). The colored area indicates 95% confidence intervals (D–G). Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by two‐tailed unpaired Student's *t*‐tests (B), Mann‐Whitney test (C), simple linear regression and Pearson's correlation (D–G).

Furthermore, we performed metagenomic sequencing of human fecal samples, and found that several species that can produce butyrate were positively correlated with VAT Treg frequency in both females and males (Figure S7, Supporting Information). For instance, butyrate‐producing species *Roseburia faecis* was positively associated with VAT Treg frequency in females, while *Faecalibacterium prausnitzii* showed similar associations in males (Figure S7, Supporting Information). These findings further support the existence of gut microbiota‐butyrate‐Treg associations in humans. Together, these findings extend the relationship between gut microbiota, butyrate, and VAT Treg cells from mice to humans, pointing to butyrate supplement as a possible approach to improve VAT Treg cells in obese human individuals.

## 3 Discussion

Treg cells in VAT are important in the regulation of adipose tissue inflammation and insulin sensitivity.^[^ ^9^ ^]^ Specifically, ST2^+^ Treg cells, a Treg subset with high PPARγ expression in VAT, exhibit a more activated phenotype than ST2^−^ Treg cells.^[^ ^8^, ^24^ ^]^ Loss of ST2 expression in VAT Treg cells leads to impaired glucose tolerance.^[^ ^25^ ^]^ Here, we demonstrate that gut microbiota is essential for the maintenance of ST2^+^ Treg cells in VAT, which is associated with the abundance of butyrate‐producing bacteria. Mechanistically, gut microbiota‐derived butyrate acts as a novel mediator for the maintenance of VAT ST2^+^ Treg cells by promoting PPARγ activity.

Precursors of VAT Treg cells are derived from the thymus and turn on low levels of PPARγ expression in the spleen,^[^ ^8^, ^11^ ^]^ and subsequently, local mediators in VAT endow the canonical VAT Treg cell phenotype. Local antigens and environmental cues such as specific T cell receptor (TCR), IL‐33, insulin, and interferon‐α have been shown to regulate VAT Treg cells.^[^ ^8^, ^10^, ^19^, ^20^, ^24^, ^25^ ^]^ VAT Treg cells can be further classified into ST2^+^ and ST2^−^ Treg cell subsets with the ST2^+^ adipose Treg cell subset expressing a high level of PPARγ and the ST2^−^ Treg subset expressing low PPARγ.^[^ ^10^ ^]^ In this study, we, for the first time identified that gut microbiota acted as an indispensable regulator specifically for the VAT ST2^+^ Treg cell subset but not for the ST2^−^ Treg subset. Moreover, the changes in VAT ST2^+^ Treg cells were associated with butyrate‐producing commensal bacteria, and importantly, microbiota‐derived butyrate augmented VAT ST2^+^ Treg cells even in the absence of gut microbiota. These findings identify a new stimulus from the gut microbiota that drives VAT Treg cell population. However, the specific butyrate‐producing species that modulate VAT ST2^+^ Treg cells are not identified in the current study, warranting determination in future research.

PPARγ is reported to be a major driver of the accumulation of adipose tissue Treg cells and is highly expressed in the ST2^+^ Treg subset.^[^ ^8^, ^10^ ^]^ In this study, we identified butyrate as an endogenous PPARγ agonist. Previous in vitro studies report that butyrate can stimulate the transcriptional activity of PPARγ.^[^ ^26^ ^]^ Using PPARγ‐mediated luciferase reporter assay and SPR measurements, we demonstrated that butyrate, like PPARγ pharmacological agonist rosiglitazone, can directly bind to PPARγ and promote PPARγ‐mediated transcriptional activity, thereby increasing VAT ST2^+^ Treg cell population. Depletion of PPARγ in Treg cells largely abolished the effects of butyrate, indicating the importance of butyrate‐PPARγ axis in the maintenance of VAT ST2^+^ Treg cells. Previous studies also report the regulatory role of butyrate in intestinal Treg cells, in which butyrate functions as an inhibitor of histone deacetylase to regulate the Treg cell population.^[^ ^6^, ^18^ ^]^ The specific high expression of PPARγ in VAT Treg cells provided a novel mechanism underlying the regulatory role of gut microbiota‐derived butyrate on Treg cells.

In addition to its role in VAT Treg cells, PPARγ also plays pivotal roles in liver and intestinal homeostasis, which may suggest a potentially broader impact of the gut microbiota‐butyrate‐PPARγ axis on metabolic health. In the liver, PPARγ activation protects against hepatic fibrosis by preventing the transition of stellate cells into profibrogenic myofibroblasts.^[^ ^27^ ^]^ PPARγ agonists like rosiglitazone have been demonstrated to be effective in alleviating liver steatosis and improving insulin sensitivity in non‐alcoholic steatohepatitis.^[^ ^28^ ^]^ Additionally, PPARγ expression in intestinal epithelial cells (IECs) is crucial for maintaining epithelial barrier integrity^[^ ^29^ ^]^ and intestinal lipid metabolism.^[^ ^30^ ^]^ Moreover, PPARγ expression and activity in IECs reduces after antibiotic treatment.^[^ ^29^, ^30^ ^]^ A recent study indicates that butyrate restores Clostridia abundance and epithelial hypoxia in the colon by stimulating epithelial PPARγ signaling, protecting mice against sorbitol‐induced diarrhea.^[^ ^31^ ^]^ Collectively, gut microbiota‐derived butyrate may functionally affect metabolic homeostasis by targeting tissues highly expressing PPARγ.

ST2^+^ Treg cells are reported to ameliorate metabolic dysfunction in obesity^[^ ^10^, ^24^ ^]^ and VAT Treg cells have been observed to decline in obesity.^[^ ^9^ ^]^ We then examined whether butyrate could restore the decrease of VAT ST2^+^ Treg cells in obese mice. As expected, either butyrate supplementation or dietary fiber that can be fermented to produce butyrate can effectively increase VAT ST2^+^ Treg cell population in HFD‐induced obese mice and meanwhile, ameliorate adipose inflammation and glucose tolerance. Butyrate has been well proven to be beneficial in host metabolism. Oral butyrate treatment has a potential therapeutic effect on pediatric obesity and improves metabolic health.^[^ ^32^ ^]^ Of clinical significance, we detected the positive association of fecal butyrate concentration with Treg cell proportion in the omental fat of obese subjects, supporting the potential regulatory effects of butyrate on adipose Treg cells in humans.

This study has several limitations. Our data showed that ST2 expression was low or even undetectable in human VAT Treg cells, consistent with previous findings, in which ST2 expression is not detected in obese or lean omental adipose Treg cells,^[^ ^33^ ^]^ suggesting that human Treg cells may exhibit tissue‐specific characteristics distinct from those in mice. Despite the low ST2 level, PPARγ is highly expressed in human adipose tissue Treg cells like those in mice.^[^ ^33^, ^34^ ^]^ These findings suggest that butyrate may also have the potential to modulate human VAT Treg cells via PPARγ. Given the difference in VAT Treg cells between humans and mice, future experimental validation is still required to confirm this speculation. Additionally, in this study, we only used male mice to elucidate the modulation of gut microbiota and butyrate on ST2^+^ VAT Treg cells, considering that Treg cells are more abundant in male VAT than in female VAT.^[^ ^23^, ^35^ ^]^

In summary, our results identify gut microbiota and its derived butyrate as a new stimulus in maintaining ST2^+^ Treg cells in VAT by promoting PPARγ activity, extending our insights into the regulation of VAT immune homeostasis. Since VAT Treg cells play vital roles in improving adipose chronic inflammation and metabolic homeostasis, these findings may point to new modalities for augmenting VAT ST2^+^ Treg cells by targeting gut microbiota, thereby improving metabolic homeostasis.

## 4 Conclusion

This study identifies the indispensable role of gut microbiota in the maintenance of ST2^+^ adipose Treg cell population, and defines gut microbiota‐derived butyrate as an endogenous PPARγ agonist, modulating adipose Treg cell populations via promoting PPARγ activation. Butyrate or fiber supplementation restores the VAT ST2^+^ Treg population in obese mice, and ameliorates glucose tolerance and visceral inflammation.

## 5 Experimental Section

### Mice

All mouse lines were maintained on a C57BL/6J background. Male C57BL/6 was purchased from Linchang Company (Shanghai, China). *Foxp3* ^Cre^ mice (stock number, 016959) and *Pparg* ^fl/fl^ mice (stock number, 004584) were from the Jackson Laboratory. Mice were bred in groups of two to five mice per cage, with free access to food and water in SPF facilities. GF mice were bred and maintained in sterile isolators. All of the mice were housed in facilities with a 12‐h light‐dark cycle, an ambient temperature of 22–24 °C, and a humidity of 50–70%. Mice were fed a CD or an HFD containing 60 kcal% fat (Research Diet, D12492i). For dietary fiber treatment, mice were randomly allocated to one of the three following diets: control diet with 10 kcal % fat (CD, ReadyDietech, D12450J), HFD with 60 kcal % fat (ReadyDietech, D12492), and High‐fat/high‐fiber fat diet with 60 kcal % fat and 150g inulin per 886.85g as a source of fiber (FFD, ReadyDietech, RD21030802). The composition of these three diets is listed in Table S1 (Supporting Information). Irradiated sterile diets were used for all GF and FMT mice. For the antibiotic treatment experiments, mice were supplied with drinking water containing either ampicillin (1 g L⁻^1^), streptomycin (5 g L⁻^1^), colistin (1 g L⁻^1^), vancomycin (0.25 g L⁻^1^), or a mixture (1 g L⁻^1^ ampicillin, 5 g L⁻^1^ streptomycin, 1 g L⁻^1^ colistin, 0.25 g L⁻^1^ vancomycin). For the SCFAs feeding experiments, mice were treated with either sodium acetate, sodium propionate or sodium butyrate in the drinking water containing 150 mm concentration of each SCFA. The water solutions were pH‐adjusted and changed weekly. Control mice received pH and sodium‐matched water. Sample sizes of mouse experiments in our study are similar to those generally employed in the field. Exclusion criteria are pre‐established before the experiments. If done usually due to animals in abnormal condition. All of the mouse experiments were approved by the Animal Care Committee of Shanghai Jiaotong University School of Medicine (B‐2018‐011).

### Fecal Microbiota Transplantation (FMT)

A total of 1 g fecal samples were collected from 17 donor C57BL/6 mice. Feces were homogenized in 10 mL of sterile PBS using a vortex for 3 min followed by standing for 2 min. Afterward, the fecal suspensions were filtered through a 70‐µm strainer and then administered to recipient GF mice by oral gavage. The recipient GF mice were administered twice at a dose of 200 µL per mouse.

### Isolation of Lymphocytes

Adipose tissues excised from mice or humans were cut into small pieces and digested in 1 mg mL^−1^ collagenase type II (Sigma) in PBS (Meilunbio) supplemented with 1.5% bovine serum albumin (Sigma) for 30 min at 37 °C in a shaker. Cell suspensions were filtered through a sieve. The mouse spleen was filtered through a sieve after grinding. Afterward, the cell suspensions of adipose tissues and spleen were centrifuged and then resuspended with red blood cell lysis solution (Solarbio), and the stromal vascular fraction (SVF) was collected after centrifugation.

### Flow Cytometry

For mouse T lymphocytes analysis, cells were stained with anti‐mouse CD3‐BV605 (BD, 563 004, Clone: 145‐2C11), CD4‐BV711 (BD, 563 050, Clone: GK1.5), TCR‐β‐BV510 (BD, 563 221, Clone: H57‐597), CD45.2‐BUV737 (BD, 564 880, Clone: 104), CD25‐BV786 (BD, 564 368, Clone: 3C7), CD8‐PE (BD, 553 033, Clone: 53–6.7), CD36‐BB515 (BD, 565 094, Clone: CRF D‐2712), ST2‐APC (Biolegend, 146 606, Clone: DIH4), and FVS780 (BD, 565 388). For intranuclear staining, cells were fixed, permeabilized and intracellularly stained with anti‐mouse GATA3‐BB700 (BD, 566 642, Clone: L50‐823), and Foxp3‐PE‐Cy5 (eBioscience, 15‐5773‐82, Clone: FJK‐16s) according to the manufacturer's instructions (Foxp3/Transcription Factor Staining Buffer Set, Invitrogen™ eBioscience™). Finally, cells were acquired using an LSR Fortessa X‐20 flow cytometer (BD Biosciences), and data were analyzed using FlowJo software.

For human T lymphocyte analysis, cells were blocked with human Fc antibody (BD, 564 220, Clone: Fc1). Cells were then stained with anti‐human CD45‐BUV496 (BD, 750 179, Clone: HI30), CD19‐BUV615 (BD, 751 273, Clone: HIB19), CD3‐BUV805 (BD, 741 999, Clone: HIT3α), CD4‐BUV563(BD, 750 979, Clone: OKT4), CD8‐BUV661(BD, 741 627, Clone: HIT8α), ST2‐PerCP‐eFluor^TM^710 (eBioscience, 46‐9338‐42, Clone: hIL33Rcap), and FVS780 (BD, 565 388). For intranuclear staining, cells were fixed, permeabilized, and stained intracellularly with anti‐human Foxp3‐AF647 (BD, 560 045, Clone: 259D/C7) according to the manufacturer's instructions (Foxp3/Transcription Factor Staining Buffer Set, Invitrogen™ eBioscience™). Finally, cells were acquired using a Symphony A5 flow cytometer (BD Biosciences), and data were analyzed using FlowJo software.

### Butyryl‐CoA: Acetate CoA‐Transferase Quantification

Fecal DNA was extracted from fecal pellets using the QIAamp PowerFecal Pro DNA Kit (QIAGEN). Quantitative PCR was conducted using ChamQ Universal SYBR qPCR Master Mix (Vazyme). The primers are listed in Table S2 (Supporting Information). SYBR green quantitative PCR for bacterial 16S rRNA genes was performed using primers for bacteria (UniF340/UniR514) and the following cycling conditions: 95 °C for 30 s, 45 cycles of 95 °C for 5 s and 60 °C for 34 s.

### Real Time‐PCR

Total RNA was isolated from tissues using Eastep® Super Total RNA Extraction Kit (Promega), and cDNA was synthesized using HiScript III RT SuperMix for qPCR (Vazyme), according to the manufacturer's protocol. qPCR reactions were set up using the ChamQ Universal SYBR qPCR Master Mix (Vazyme) and the following cycling conditions: 95 °C for 30 s, 45 cycles of 95 °C for 5 s, and 60 °C for 34 s. Samples were run in duplicate in a single 384‐well reaction plate. The primers are listed in Table S2 (Supporting Information). Data were normalized to the Gapdh gene and analyzed using the ΔΔCT method.

### Luciferase Reporter Assay

A dual reporter plasmid (pGL4.31‐pRL‐CMV) encoding both firefly luciferase reporter plasmid (Promega pGL4.31 (luc2P/Gal4UAS/Hygro) and *Renilla* luciferase plasmid (Promega pRL‐CMV) was generated. The transcriptional activity of the fusion protein containing the PPARγ ligand‐binding domain and Gal4‐DNA‐binding domain was assessed by luciferase expression and reporter assays were conducted as previously described.^[^ ^36^ ^]^ In brief, 30000 HEK293 cells (Cell Bank of the Chinese Academy of Sciences, Shanghai, China, SCSP‐5209) per well were plated in 96‐well plates in antibiotic‐free Dulbecco's Modified Eagle Medium (Meilunbio) containing 10% fetal bovine serum and 1% GlutaMAX™ (Thermo Fisher Scientific). Then, cells were transfected with a DNA mixture containing 50 ng of plasmid encoding the firefly luciferase reporter and *Renilla* luciferase, and 50 ng of plasmid encoding the fusion protein containing the Gal4 DNA‐binding domain and the human PPARγ ligand‐binding domain in each well. Transfections were performed using Lipofectamine™ 2000 Transfection Reagent (Invitrogen) according to the manufacturer's instructions. After 8 h, butyrate (medium diluted and pH‐adjusted), DMSO, or rosiglitazone (Sigma) were added and the luciferase activity was measured 18 h later using the dual‐luciferase reporter kit (Meilunbio).

### Surface Plasmon Resonance (SPR) Analysis of PPARγ Protein and SCFAs

The binding mode of these five compounds (acetate, propionate, butyrate, butyric acid, and rosiglitazone) with PPARγ was measured using the SPR method on a Biacore 8K (GE Healthcare). Recombinant mouse PPARγ protein (Abcam, ab236330) was immobilized on a CM7 chip to maximize the resonance unit (RU) response because of the large molecule weight ratio of ligand and analytes (more than 100). These five compounds were diluted in buffer (1 x PBS + P, pH 7.4, 0.05% surfactant P20, DMSO concentration 1%) at the indicated concentration. Preliminary tests indicated sodium butyrate dissociated from protein slowly, therefore the low molecular weight single‐cycle kinetics method was preferred in the assay. Analytes were injected at 30 µL/min. Contact time and dissociation time were set as 180 s and 300 s, respectively. The response was determined as a function of time. K_D_ values were calculated with Biacore 8K Evaluation software, Version 3.0.12.

### Metabolic Studies

8‐10‐week‐old male *Foxp3* ^Cre^ and *Foxp3* ^Cre^ *Pparg* ^fl/fl^ mice were fed with HFD for 20 weeks, and treated with NaCl or butyrate in drinking water. For glucose tolerance test (GTT), 1.5 g per kilogram of body weight (g/kg) glucose was administered by intraperitoneal injection to mice after fasting for 16 h. Blood samples were obtained from the tail vein at the indicated time points, and blood glucose levels were measured before and 15, 30, 60, 90, and 120 min after glucose injection. 8‐10‐week‐old male mice were fed with CD, HFD, and FFD for ten months, respectively. For insulin tolerance test (ITT), insulin (1.25 U kg⁻^1^) was administered by intraperitoneal injection to mice after fasting for 6 h. Blood samples were obtained from the tail vein at the indicated times, and blood glucose levels were measured before and 15, 30, 60, 90, and 120 min after insulin injection.

### Immunofluorescence Staining

Tissue sections of VAT were deparaffinized with xylene, and antigen retrieval was performed with Tris‐EDTA (pH = 9.0). After washing with PBS for three times, sections were then blocked with 100µL 5% bovine serum albumin (BSA) for 20 min at room temperature. First, sections were incubated with anti‐Perilipin‐1 (CST, 9349) overnight at 4 °C. The next day, sections were detected with goat anti‐rabbit IgG H&L (HRP) (Abcam, ab6712) and Cy3 Tyramide (runnerbio, Bry‐880530). Antigen retrieval was performed with sodium citrate antigen retrieval buffer for 10 min in a microwave. After washing with PBS three times, sections were then blocked with 100 µL 5% BSA for 20 min at room temperature. And sections were then incubated with anti‐CD11b antibodies (Abcam, a13357) overnight at 4 °C, followed by detection with goat anti‐rabbit IgG H&L (HRP) (Abcam, ab6712) and CF488 Tyramide (runnerbio, Bry‐880488). Antigen retrieval was performed with sodium citrate antigen retrieval buffer for 10 min in a microwave. After washing with PBS three times, sections were then blocked with 100 µL 5% BSA for 20 min at room temperature. And sections were incubated with anti‐F4/80 (CST, 70 076) overnight at 4 °C, followed by detection with goat anti‐rabbit IgG H&L (HRP) (Abcam, ab6712) and AF 647 Tyramide (runnerbio, Bry‐880647). After staining, slides were counterstained with DAPI. Fluorescence panoramic imaging was performed using a 3DHISTECH pathological section scanner.

### Single‐Cell RNA Sequencing and Analysis

For single‐cell solution preparation, a single‐cell suspension was prepared from VAT of 15‐week‐old mice with NW or antibiotic treatment as mentioned above, and then the CD45^+^ cells were sorted using Magnetic‐activated cell sorting (MACS) separation (CD45 MicroBeads, Miltenyi Biotec) according to the manufacturer's protocol. Single‐cell solution of CD45^+^ cells was kept on ice before loading to BD Rhapsody cartridge for single‐cell transcriptome capturing.

For single‐cell transcriptome capturing, library construction, and sequencing, cells were first stained with two fluorescent dyes, Calcein AM and Draq7, for precise determination of cell concentration and viability via BD Rhapsody™ Scanner (BD Biosciences) before AbSeq antibodies labeling. Cells of each sample were stained with 8 AbSeq antibodies against major mouse immune markers (including BD™ AbSeq Oligo Rat Anti‐Mouse CD4 (940 108), BD™ AbSeq Oligo Rat Anti‐Mouse CD44 (940 114), BD™ AbSeq Oligo Rat Anti‐Mouse CD25 (940 116), BD™ AbSeq Oligo Rat Anti‐Mouse CD62L (940 122), BD™ AbSeq Oligo Hamster Anti‐Mouse TCRβ Chain (940 125), BD™ AbSeq Oligo Hamster Anti‐Mouse CD69 (940 126), BD™ AbSeq Oligo Rat Anti‐Mouse CD1d (940 171), and BD™ AbSeq Oligo Rat Anti‐Mouse CD8b.2 (940 181)) for 30 min on ice. Briefly, cells were labeled by different AbSeq antibodies respectively and washed three times with Stain Buffer (BD Biosciences, Cat. No. 554656). Labeled samples were loaded in one BD Rhapsody micro‐well cartridge and proceeded to single‐cell capture. Cell capture beads were then loaded excessively to ensure that nearly every micro‐well contained one bead, and the excess beads were washed away from the cartridge. After lysing cells with lysis buffer, cell capture beads were retrieved and washed prior to performing reverse transcription. Microbeads‐captured single‐cell transcriptome and Ab‐tagged index sequences targeting eight immune cell‐associated surface antigens were generated into cDNA library and Abseq library separately containing cell labels and unique molecular identifiers (UMI) information. All procedures were performed with BD Rhapsody cDNA Kit (BD Biosciences, Cat. No. 633773) and BD Rhapsody Whole Transcriptome Analysis (WTA) Amplification Kit (BD Biosciences, Cat No. 633802) strictly following the manufacturer's protocol. All the libraries were sequenced in a PE150 mode (Pair‐End for 150bp read) on the NovaSeq 6000 platform (Illumina).

For data processing, raw sequencing reads of the cDNA library were processed through the BD Rhapsody Whole Transcriptome Assay Analysis Pipeline (v1.8), which included filtering by reads quality, annotating reads, annotating molecules, determining putative cells, and generating single‐cell expression matrix. The pipeline also determined the protein expression of every single cell via an algorithm according to the sequencing reads of Abseq library. Among all the output files, Matrix of UMI counts for each gene per cell was used for downstream analysis. Consortium Mouse Build 38(GRCm38) was used as a reference for BD pipeline.

For dimensionality reduction, clustering and visualization, Seurat was utilized for subsequent clustering analysis and visualization.^[^ ^37^ ^]^ Gene expression matrices for each sample were read and converted to Seurat objects. Cells with more than 25% mitochondrial UMI, less than 500 UMI or less than 200 genes were excluded from the downstream analysis. 

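Of the barcodes in the files, 5188 in NW and 5061 in ABX were removed by these filters. More than 25% mitochondrial UMIs were found in 5174 NW and 5017 ABX barcodes, and the other limits concerned 2048 and 2436 barcodes with fewer than 500 UMIs and 3393 and 3353 barcodes with fewer than 200 genes, with overlaps between the groups. The barcodes that passed were 70.6% of those in NW and 71.5% of those in ABX. Their median share of mitochondrial UMIs was 6.00% in NW and 7.05% in ABX, against 8.35% and 9.90% over all barcodes. Among the removed barcodes, with medians of 599.5 UMIs in NW and 515 in ABX, a UMI of Foxp3 was found in 25 NW barcodes, 0.482% (0.312% to 0.711%), and in 5 ABX barcodes, 0.0988% (0.0321% to 0.230%).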

After a log‐normalization according to total cellular UMI count, principal components analysis (PCA) was performed based on the top 2 000 highly variable features after scaling the data with respect to UMI counts. Then, clustering was performed at resolution 0.6 and data was visualized using UMAP.

For cell type annotation, specific markers for each cluster were calculated using the FindAllMarkers function with the Wilcoxon Test under the following criteria: log2 fold change > 0.25; min. pct > 0.25. To unbiasedly identify the cell type in filtered sample datasets and the combined dataset, the R package SingleR (v1.4.1),^[^ ^38^ ^]^ a computational framework by reference to bulk transcriptomes helping to annotate cell type for each cluster, was used.

### 5.1 16S rRNA Gene Amplicon Sequencing and Analysis

Microbial DNA was extracted from mouse feces using the PF Mag‐Bind Stool DNA kit (Omega bio‐tek, Georgia, U.S.) according to the manufacturer's protocol. The quality and concentration of DNA were determined by 1% agarose gel electrophoresis and a NanoDrop^®^ ND‐2000 spectrophotometer (Thermo Scientific Inc., USA). For absolute quantification 16S rRNA amplicon sequencing, 12 different spike‐in sequences with four different concentrations (10^3^, 10^4^, 10^5^, and 10^6^ copies of internal standards) were added to the sample DNA pools. Spike‐in sequences consisted of conserved regions identical to those of selected natural 16S rRNA genes and artificial variable regions sharing negligible identity nucleotide sequences with the public databases, which worked like internal standard and facilitated the absolute quantification across samples. The hypervariable region V3‐V4 of the bacterial 16S rRNA genes were amplified with primer pairs 338F (5′‐ACTCCTACGGGAGGCAGCAG‐3′) and 806R (5′‐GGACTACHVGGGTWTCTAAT‐3′)^[^ ^39^ ^]^ by an ABI GeneAmp® 9700 PCR thermocycler (ABI, CA, USA). Amplification was conducted by combining 4 µL 5 × Fast Pfu buffer, 2 µL 2.5 mm dNTPs, 0.8 µL each primer (5 µm), 0.4 µL Fast Pfu polymerase, 0.2 µL BSA, 10 ng of template DNA, and ddH2O to a final volume of 20 µL. The conditions were as follows: 95 °C for 3 min, followed by 27 cycles of 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 45 s, and 72 °C for 10 min. The amplicons were extracted from 2% agarose gel and purified using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, Union City, CA, USA) according to the manufacturer's instructions and quantified using Quantus™ Fluorometer (Promega, USA).

Purified amplicons were pooled in equimolar amounts and paired‐end sequenced on an Illumina NovaSeq 6000 platform (Illumina, San Diego, USA) according to the standard protocols by Majorbio Bio‐Pharm Technology Co. Ltd. (Shanghai, China). Raw FASTQ files were de‐multiplexed using an in‐house perl script, and then quality‐filtered by fastp version 0.19.6^[^ ^40^ ^]^ and merged by FLASH version 1.2.7.^[^ ^41^ ^]^ The optimized sequences were clustered into operational taxonomic units (OTUs) with 97% sequence similarity level using UPARSE 7.1.^[^ ^42^ ^]^ The most abundant sequence for each OTU was selected as a representative sequence. The OTUs assigned to spike‐in sequences were filtered out and reads were counted. The standard curves (based on read counts vs spike‐in DNA copy number) for each sample were generated, and the quantitative abundance of each OTU in a sample was determined. The taxonomy of each OTU representative sequence was analyzed by RDP Classifier version 2.2^[^ ^43^ ^]^ against the 16S rRNA gene database (Silva v138) using a confidence threshold of 0.7, and then adjusted on the basis of the estimated rRNA operon copy number according to the *rrn*DB database.^[^ ^44^ ^]^ The spike‐in sequence was removed prior to subsequent analyses.

For 16S rRNA analysis, taxonomic classification at the class or family level was performed using R package vegan (version 2.4.3) software R language (version 3.3.1). Based on the OTUs information, rarefaction curves and alpha diversity indices Shannon index were calculated with Mothur v1.30.1.^[^ ^45^ ^]^ The similarity among the microbial communities in different samples was determined by principal coordinate analysis (PCoA) based on Bray‐curtis dissimilarity using Vegan v2.5‐3 package. The PERMANOVA test was used to assess the percentage of variation explained by the treatment along with its statistical significance using Vegan v2.5‐3 package. The correlations of Treg, ST2^+^ Treg, and ST2^−^ Treg frequency with gut microbiota at family level were determined by spearman correlation.

### Quantification of SCFAs

SCFAs were quantified by an ultra‐high performance liquid chromatography coupled with triple quadrupole mass spectrometry (1290 Infinity II UHPLC/6470A QQQ, Agilent) based on 3‐nitrophenylhydrazine (3‐NPH) derivatization as previous publications with modification.^[^ ^46^ ^]^ Frozen fecal samples of humans or mice were directly used for sample extraction and determination. The weighted frozen fecal samples of humans or mice were homogenized with tenfold volume (µL mg⁻^1^) of 50% aqueous acetonitrile containing internal standards (24 µg mL⁻^1^ of acetic‐d4 acid and propionic‐d6 acid, and 6 µg mL⁻^1^ butyric‐d7 acid) with zirconia beads at 40 Hz for 2 min (JX‐24, Jingxin, Shanghai, China). The homogenates were centrifuged (15000 g, 4 °C) for 15 min. Chemical derivatization was performed at 40 °C for 30 min after mixing supernatant (20 µL) with 50% aqueous acetonitrile (20 µL), 3‐NPH·HCl (200 mm, 20 µL), 1‐(3‐Dimethylaminopropyl)‐3‐ethylcarbodiimide hydrochloride (120 mm, 20 µL), and pyridine (6%, 20 µL). At last, the derivatization was stopped by an addition of 1% formic acid (20 µL) at room temperature for 5 min. The supernatant was applied to perform UHPLC‐MS/MS analysis with chromatographic separation by Waters Acquity UPLC BEH C18 column (2.1 mm × 100 mm, 1.7 µm) and optimized parameters of multiple reaction monitoring (MRM) mode. The concentrations of SCFAs in human or mouse fecal samples were calculated based on the standard curve of quantification for each analyte.

### Human Subjects

Patients who had been diagnosed with metabolic syndrome and subjected to bariatric surgery were recruited for the study. Stool samples were collected in tubes before the surgery and stored at −80 °C until metagenomic sequencing and quantification of SCFAs. Omental fat samples were collected in tubes with saline solution during surgery, placed in an ice box at 4 °C and transported directly to the laboratory. The stromal vascular fraction of omental fat was isolated and frozen at −80 °C before flow cytometry. For flow cytometry preparation, cells were resuscitated and then incubated in Roswell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% fetal bovine serum, 1% GlutaMAX™ (Thermo Fisher Scientific), 1% HEPES (Thermo Fisher Scientific) and 1% streptomycin–penicillin at 37 °C under 5% CO2 for 40 min. Single‐cell suspensions were prepared after centrifugation. The exclusion criteria include: (1) patients with previous diseases (such as cancer, autoimmune diseases, etc). (2) For quantification of SCFAs, the stool samples were insufficient for detection. (3) For flow cytometry of omental fat, cells with poor activity and less than 500 lymphocytes were excluded. All participants provided written informed consent as approved by the ethics commission of Shanghai Ninth People's Hospital, Shanghai Jiao Tong University School of Medicine (SH9H‐2022‐T343‐2). All patient studies were carried out in accordance with the Declaration of Helsinki.

### Metagenomic Sequencing and Analysis

Fecal DNA from mouse samples was extracted using the QIAamp PowerFecal Pro DNA Kit (QIAGEN) and then fragmented an average size of ≈400 bp using Covaris M220 (Gene Company Limited, China). Paired‐end library was constructed using NEXTFLEX Rapid DNA‐Seq (Bioo Scientific, Austin, TX, USA) and sequenced on an Illumina NovaSeq™ X Plus platform (Illumina Inc., San Diego, CA, USA). Raw reads were trimmed of adapters, and low‐quality reads were removed by fastp (version 0.20.0).^[^ ^47^ ^]^ Reads were aligned to the Mus musculus genome by BWA (version 0.7.17),^[^ ^48^ ^]^ and any hits associated with the reads and their mated reads were removed. The quality‐filtered data were assembled using MEGAHIT (version 1.1.2),^[^ ^49^ ^]^ and open reading frames (ORFs) from each assembled contigs were predicted using Prodigal (version 2.6.3)^[^ ^50^ ^]^ and a length ≥100 bp ORFs were retrieved. A non‐redundant gene catalog was constructed using CD‐HIT (version 4.7),^[^ ^51^ ^]^ and gene abundance was estimated by SOAPaligner (version soap2.21release)^[^ ^52^ ^]^ with 95% identity. Taxonomic classification of non‐redundant genes was obtained by aligning them against the NCBI NR database (version August 2023) by DIAMOND (version 2.0.13)^[^ ^53^ ^]^ using an e‐value cutoff of 1e‐5. Differential analysis at the species level was performed using the Kruskal‐Wallis test. Spearman correlation analysis was used to assess the correlations between Treg frequency and gut microbiota at species level.

For human samples, fecal DNA from humans was extracted using MagPure Stool DNA KF Kit B (MAGEN, Guangzhou, China)^[^ ^54^ ^]^ following the manufacturer's protocol. Library preparation was performed using MGIEasy Universal DNA Library Prep Set (MGI‐Shenzhen, China). The resulting libraries were sequenced on the DNBSEQ‐T7 platform (BGI‐Shenzhen, China), generating sequencing reads of PE100 bases length. An adapter was trimmed and low‐quality reads were filtered using fastp (version 0.23.4).^[^ ^47^ ^]^ Then, host sequences were removed by aligning sequencing reads back to the host genome reference (hg38) using Bowtie2 (version 2.5.1).^[^ ^55^ ^]^ Taxonomic profiling of the metagenomic samples was performed using MetaPhlAn (version 4.0.6)^[^ ^56^ ^]^ which used clade‐specific markers to provide pan‐microbial (bacterial, archaeal, viral, and eukaryotic) quantification at species‐level. MetaPhlAn was run with parameters “–read_min_len 50 –force –no_map –add_viruses”. The relationships between microbial data and clinical indicators were analyzed using the Spearman correlation with the stats package. Heatmaps were generated to visualize the correlations with the ComplexHeatmap^[^ ^57^ ^]^ package in R version 4.4.0.

### Statistical Analysis

Statistical analysis was performed with GraphPad Prism 9.0. Unless otherwise noted, comparisons between two groups were determined by two‐tailed unpaired Student's *t*‐tests or Mann‐Whitney test. Unless otherwise noted, comparisons between multiple groups, *P* values were calculated by Kruskal‐Wallis test with Dunn's multiple comparisons test, one‐way ANOVA with Dunnett's multiple comparisons test or Šídák's multiple comparisons test, and two‐way ANOVA with Šidák's multiple‐comparisons test, as indicated in each figure legend. Two‐way repeated‐measures ANOVA was used for comparisons of two curves with multiple time points. All experiments were repeated at least two or three times. Error bars show the mean ± s.e.m. *P* values are represented in figures as follows: *p < 0.05, **p <  0.01, ***p < 0.001, ****p < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

R.L. and W.W. conceived and designed the project. B. C. and L. G. performed most of the experiments and data analysis. L.W. helped to isolate the stromal vascular fraction of human VATs. C.W., Y.G., Z.C., and M.Z. performed some of the animal experiments. Y.L. performed SPR experiments. Y.C., C.Y., and B.W. contributed to the human adipose tissue collection. B.L., Y.B., G.N., and J.W. contributed to the data discussion. B.C., L.G., and R.L. wrote the manuscript with contributions from all the authors.

## Supporting information

Supporting Information

## Data Availability

All data generated and supporting the findings of this study are available within the paper. The single‐cell RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE240739. The 16S rRNA amplicon sequencing data and metagenomic sequencing data from mouse fecal samples have been submitted to the Sequence Read Archive (SRA), with the accession numbers PRJNA1004751 and PRJNA1224995, respectively. The human fecal metagenomic sequencing data have been deposited in the Genome Sequence Archive of the Beijing Institute of Genomics, Chinese Academy of Sciences (https://bigd.big.ac.cn/gsub/) under the accession number PRJCA036095. Additional information and materials will be made available upon request.

# Supplementary material for: Gut Microbiota‐Butyrate‐PPARγ Axis Modulates Adipose Regulatory T Cell Population
**Source:** Adv Sci (Weinh). 2025 Feb 25;12(20):2411086. doi: 10.1002/advs.202411086
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

**Gut Microbiota-Butyrate-PPARγ Axis Modulates Adipose Regulatory T Cell Population**

*Banru Chen, Lizhi Guan, Chao Wu, Yiwen Gong, Lei Wu, Minchun Zhang, Zhiwen Cao, Yufei Chen, Chengcan Yang, Bing Wang, Yunqi Li, Bin Li, Yufang Bi, Guang Ning, Jiqiu Wang, Weiqing Wang*, Ruixin Liu**

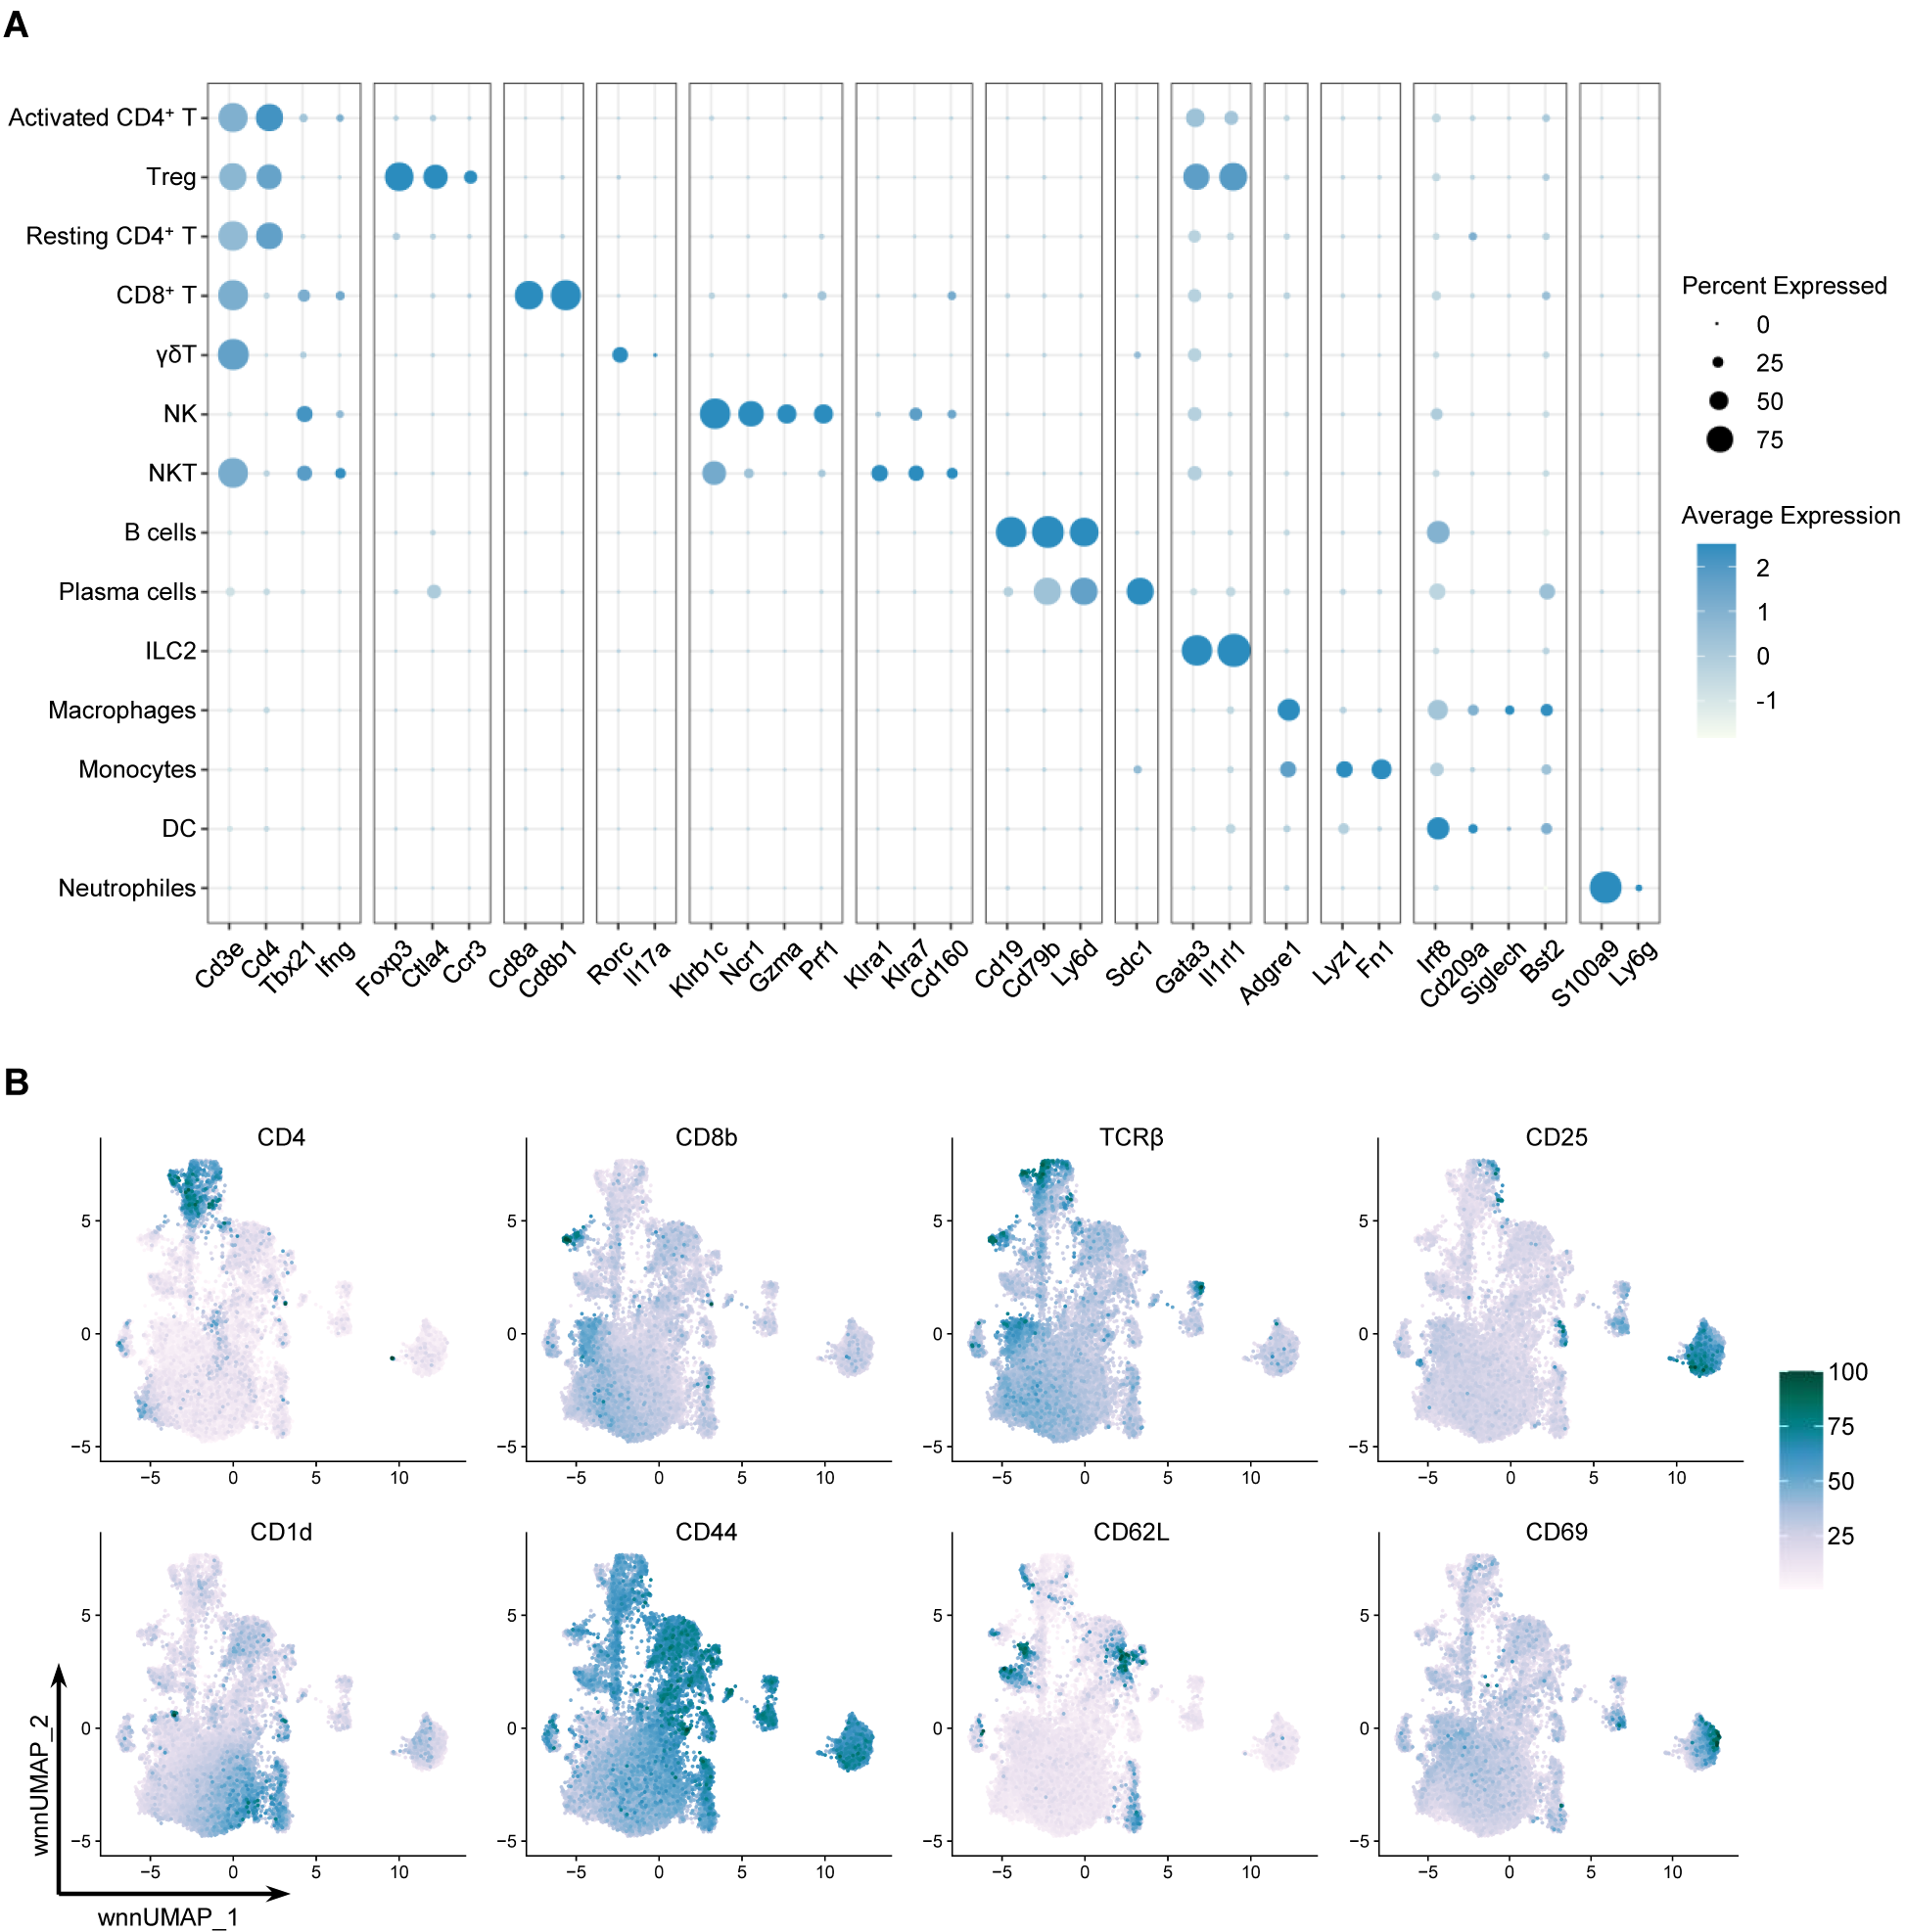

**Figure S1.** Single-cell transcriptomes of VAT immune cells. A) Dot plots showing the expression of specific marker genes in different cell types. B) UMAP plots indicating expression of CD4, CD8b, TCRβ, CD25, CD1d, CD44, CD62L, and CD69 in VAT CD45^+^ cells.

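The names of the clusters rest on these kinds of genes, so the values describe the named cells and test nothing. Over NW and ABX cells together, 79 of the 113 markers listed had their highest level, in counts per 10000 UMIs, in the subset they stand for. A UMI of Foxp3 was found in 81.7% of Treg-like cells and 7.78% of resting CD4+ T-like cells, the next highest, and a UMI of Ikzf2 in 81.9% of Treg-like cells. Cd8b1 was found in 54.7% of CD8+ T-like cells, Trdc in 91.3% of gdT-like cells, Ncr1 in 72.9% of NK-like cells and Klra1 in 48.7% of NKT-like cells. Ms4a1 was found in 86.3% of B cell-like cells, Jchain in 99.5% of plasma cell-like cells, C1qa in 94.2% of macrophage-like cells, Xcr1 in 62.2% of DC-like cells and S100a9 in 85.9% of neutrophil-like cells. Il1rl1, which encodes ST2 and lies on chromosome 1 of GRCm38 from 40429570 to 40465415, was found in 95.9% of ILC2-like cells and 77.3% of Treg-like cells. Fewer markers had their highest level in their own subset for activated CD4+ T-like cells, with 2 of 7, and for monocyte-like cells, with 3 of 9.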

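In UMIs of the antibody per cell over both libraries, the CD4 antibody had a median of 76 in resting CD4+ T-like, 61 in activated CD4+ T-like and 35 in Treg-like cells, and of 1 in NK-, B cell-, ILC2- and macrophage-like cells. The CD8b antibody had a median of 25 in CD8+ T-like cells and at most 11 in the other subsets. The TCRβ antibody had a median of 52 in resting CD4+ T-like, 37 in CD8+ T-like and 8 in NK-like cells. For CD25 the highest median was 40, in ILC2-like cells, and Treg-like cells followed with 22.5. Among the immune subsets, CD62L was highest in resting CD4+ T-like cells, with a median of 45.5, CD69 in ILC2-like cells, with 12, CD1d in B cell-like cells, with 15, and CD44 in neutrophil-like cells, with 290. Endothelial-like cells had medians of 291 for TCRβ, 166 for CD8b, 89 for CD25, 66 for CD69 and 38 for CD1d, above those of every immune subset for these antibodies.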

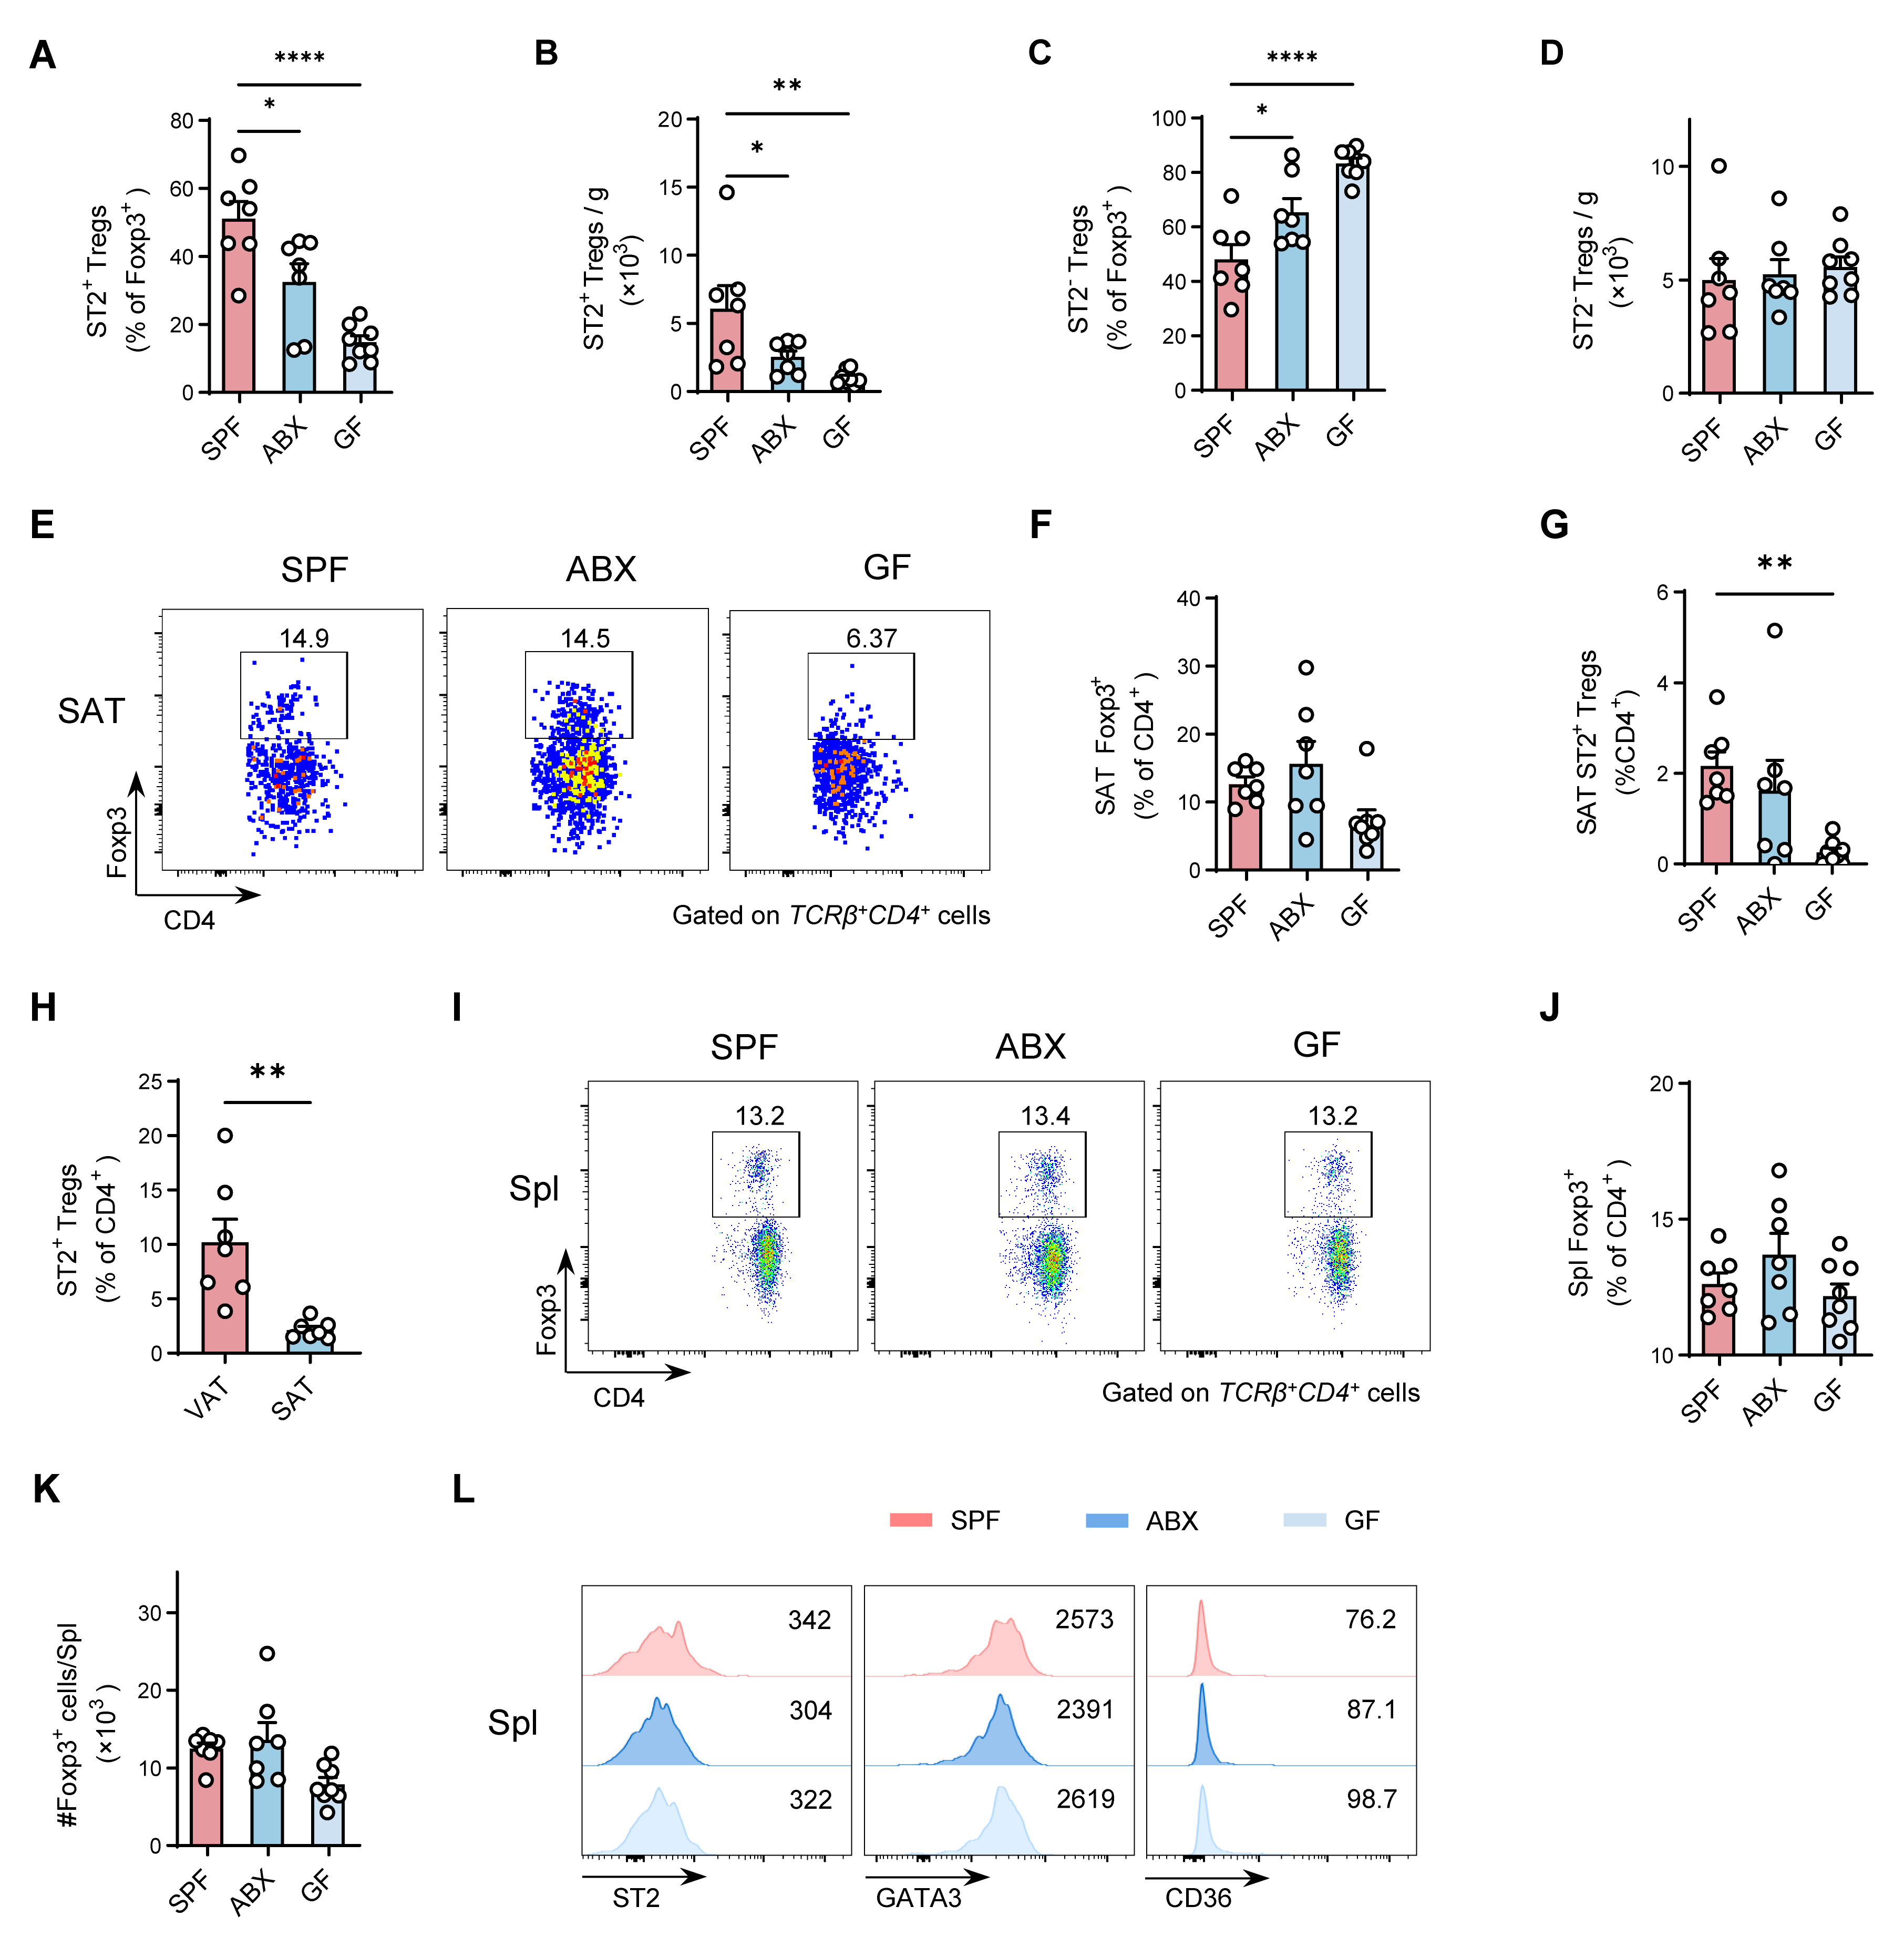

**Figure S2.** Flow cytometry analysis for VAT Treg cells, SAT Treg cells and splenic Treg cells after gut microbiota deletion. A) The percentages of ST2^+^ Treg cells among VAT Foxp3^+^ Treg cells from 15-week-old SPF (*n*=7), ABX (*n*=7), and GF (*n*=8) mice. B) Number of ST2^+^ Treg cells per gram VAT of the three groups. C) The percentages of ST2^-^ Treg cells among VAT Foxp3^+^ Treg cells of the three groups. D) Number of ST2^-^ Treg cells per gram of VAT in the three groups. E) Representative flow-cytometric plots of Foxp3^+^ Treg cells among TCRβ^+^CD4^+^ cells in subcutaneous adipose tissue (SAT) of indicated groups. Numbers in the plots indicate the percentages of Foxp3^+^ Treg cells among SAT TCRβ^+^CD4^+^cells. F) The percentages of Foxp3^+^ Treg cells among CD4^+^ cells in SAT of SPF, ABX and GF mice. G) The percentages of ST2^+^ Treg cells among CD4^+^ cells in SAT of the three groups. H) The percentages of ST2^+^ Treg cells among CD4^+^ cells in SAT and VAT from SPF mice. Data are derived from Figure 1 J - SPF group and Figure S2G - SPF group. I) Representative flow-cytometric plots of Foxp3^+^ Treg cells among TCRβ^+^ CD4^+^ cells in spleen. Numbers in the plots indicate the percentages of Foxp3^+^ Treg cells among TCRβ^+^ CD4^+^ cells in the spleen of SPF, ABX, and GF mice. J and K) The percentages of Foxp3^+^ Treg cells among CD4^+^ cells (J) and number of Foxp3^+^ Treg cells (K) in spleen of the three groups. L) Representative flow-cytometric histograms of indicated cell markers ST2, GATA3, CD36 in spleen Foxp3^+^ Treg cells. Numbers in the histograms indicate the MFI of these indicated markers among Foxp3^+^ Treg cells. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by one-way ANOVA with Dunnett’s multiple comparisons test (A-D, F, G, J, K) and two-tailed unpaired Student's t-tests (H). **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

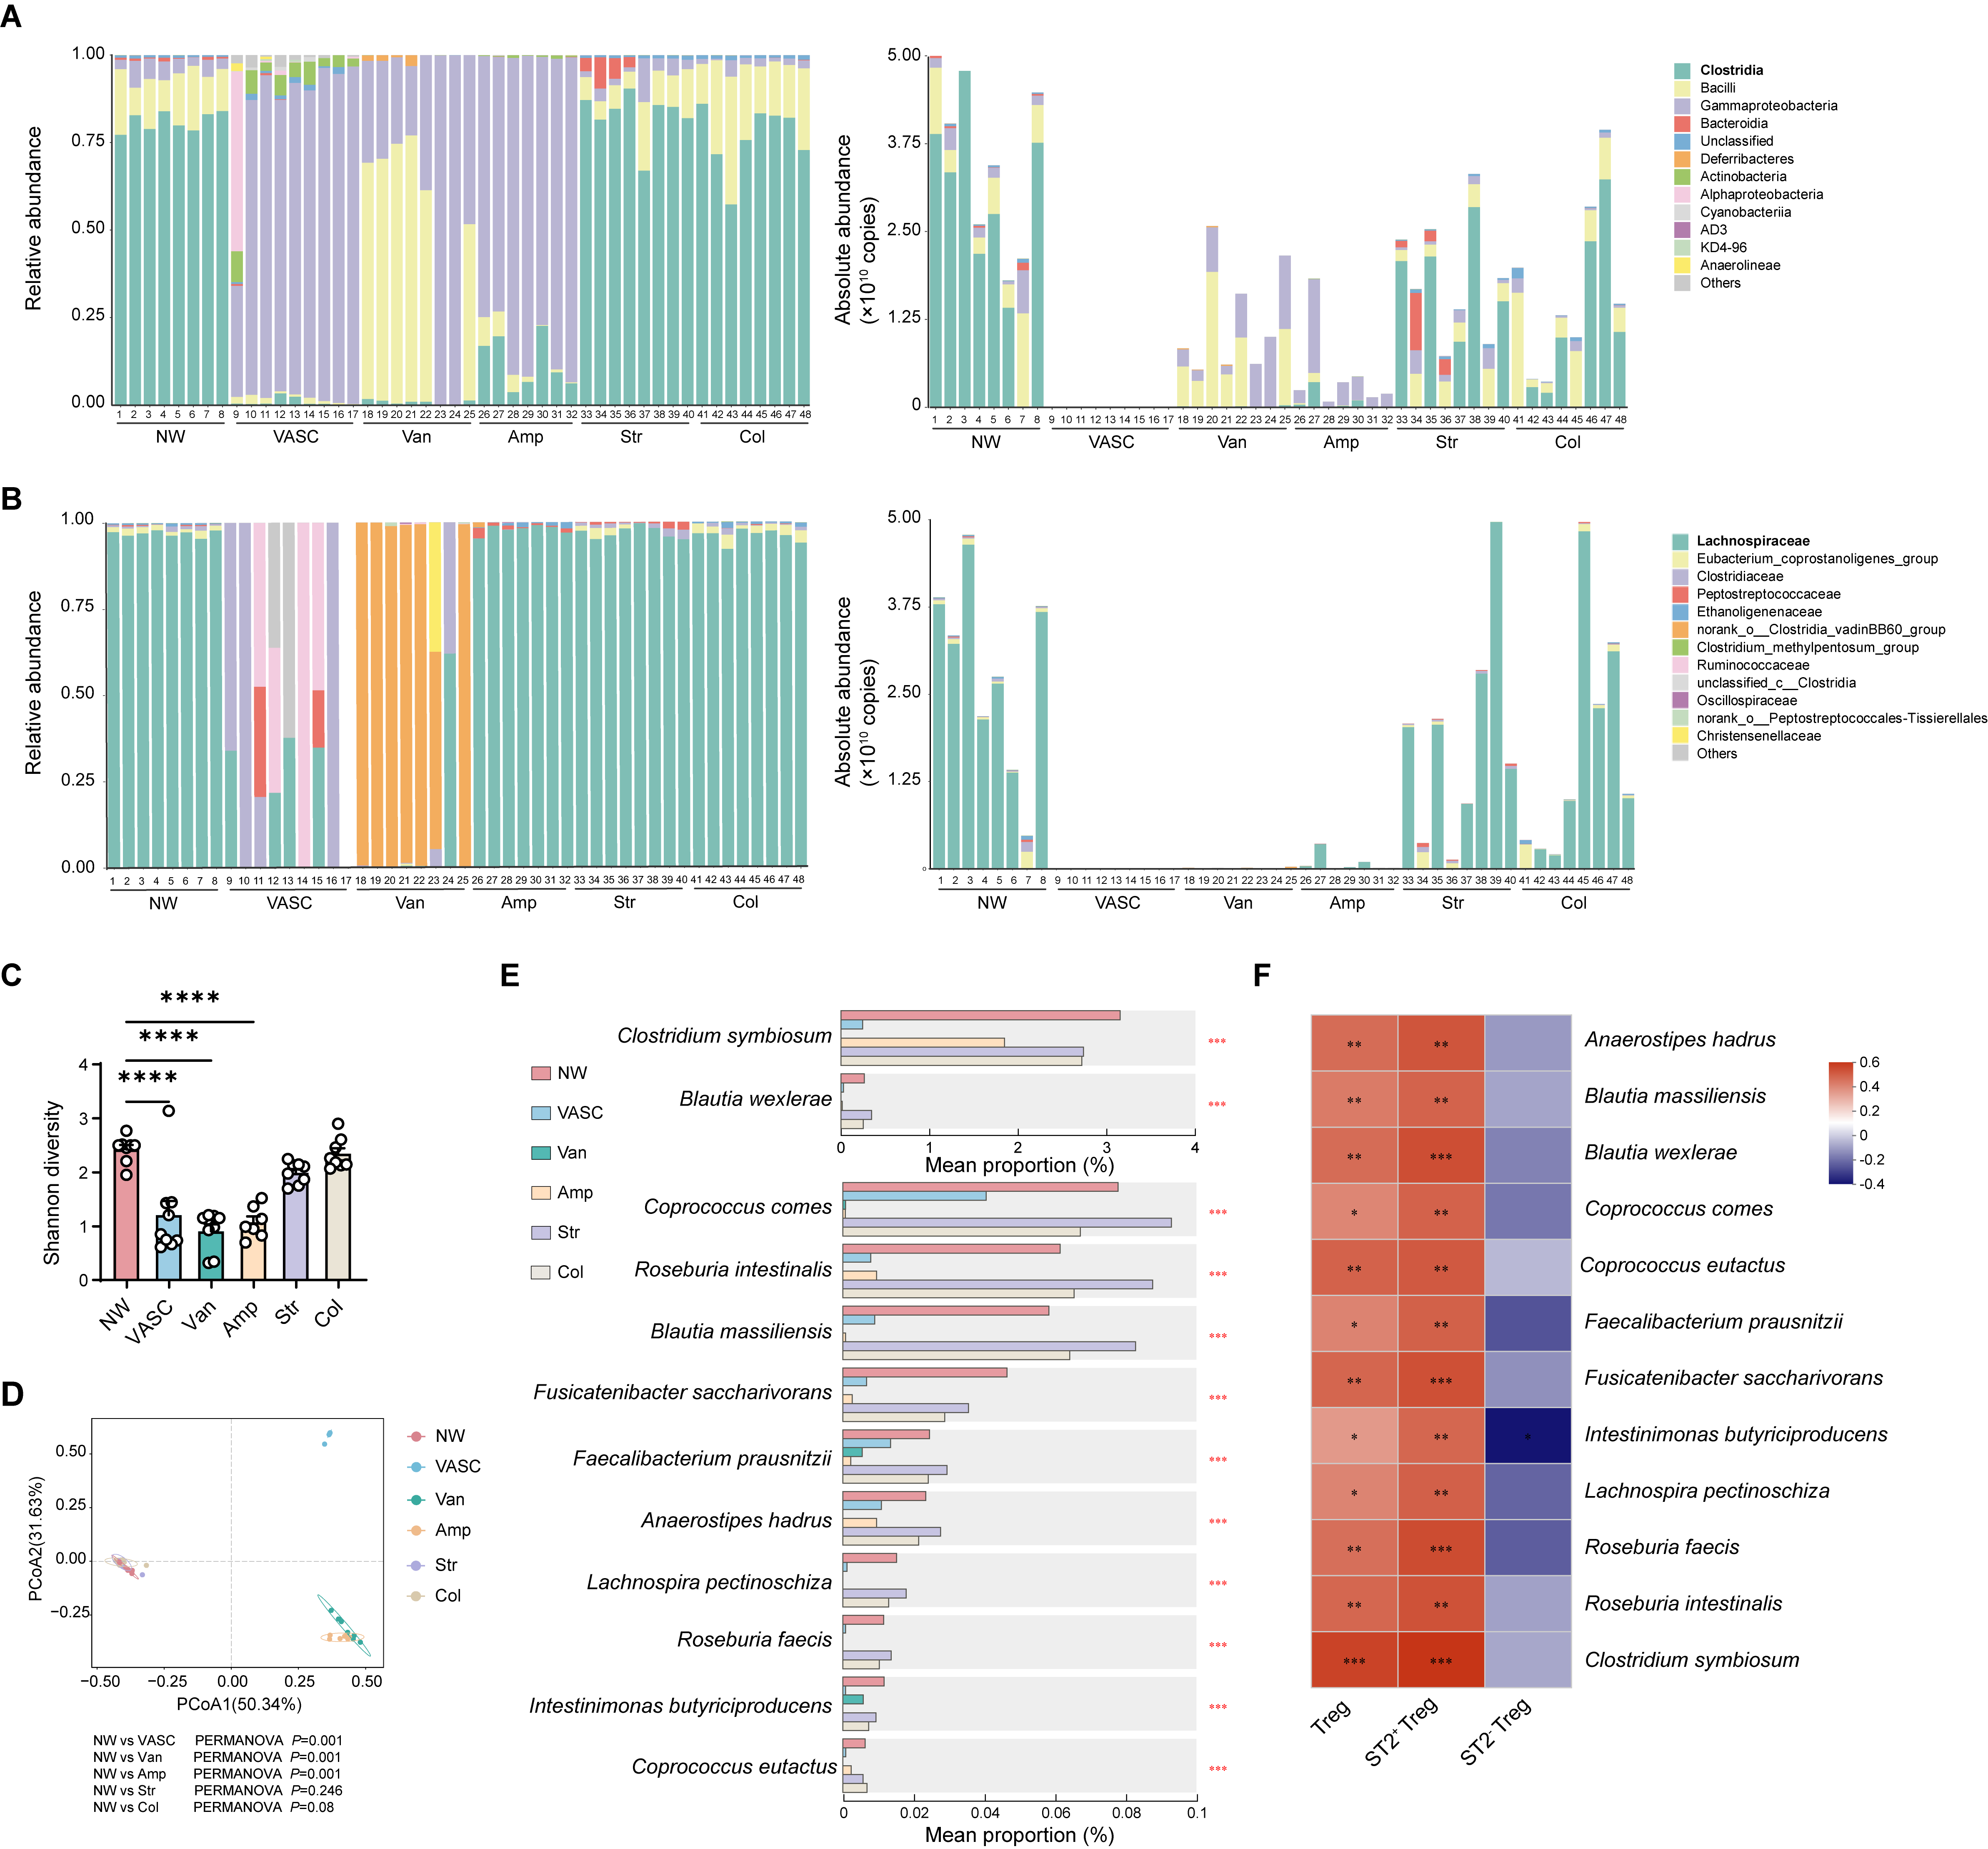

**Figure S3.** The alterations of gut microbiota composition after different antibiotic treatment. **A, B**) Relative abundance (left) and absolute abundance (right) of bacterial taxa at the class level (**A**) or the family level (**B**) in each individual mouse through 16S rRNA analysis. **C**) Alpha diversity in each group as determined by Shannon diversity index. **D**) Beta diversity of each group as determined by principal coordinates analysis (PCoA) of Bray-Curtis dissimilarity (PERMANOVA: NW vs VASC *R^2^*=0.719, *P*=0.001; NW vs Van *R^2^*=0.628, *P*=0.001; NW vs Amp *R^2^*=0.629, *P*=0.001; NW vs Str *R^2^*=0.0866, *P*=0.246; NW vs Col *R^2^*=0.150, *P*=0.08). **E**) Differential abundance of species that are reported to produce butyrate among different groups, as determined by metagenomic sequencing. **F**) Heatmap showing Spearman’s correlation coefficients between butyrate-producing species and the percentages of Treg, ST2^+^ Tregs and ST2^-^ Tregs among CD4^+^ cells. Data are shown as the mean ± s.e.m. (C) Statistical differences between groups were assessed by one-way ANOVA with Dunnett’s multiple comparisons test (C) and the Kruskal-Wallis test (**E**). **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

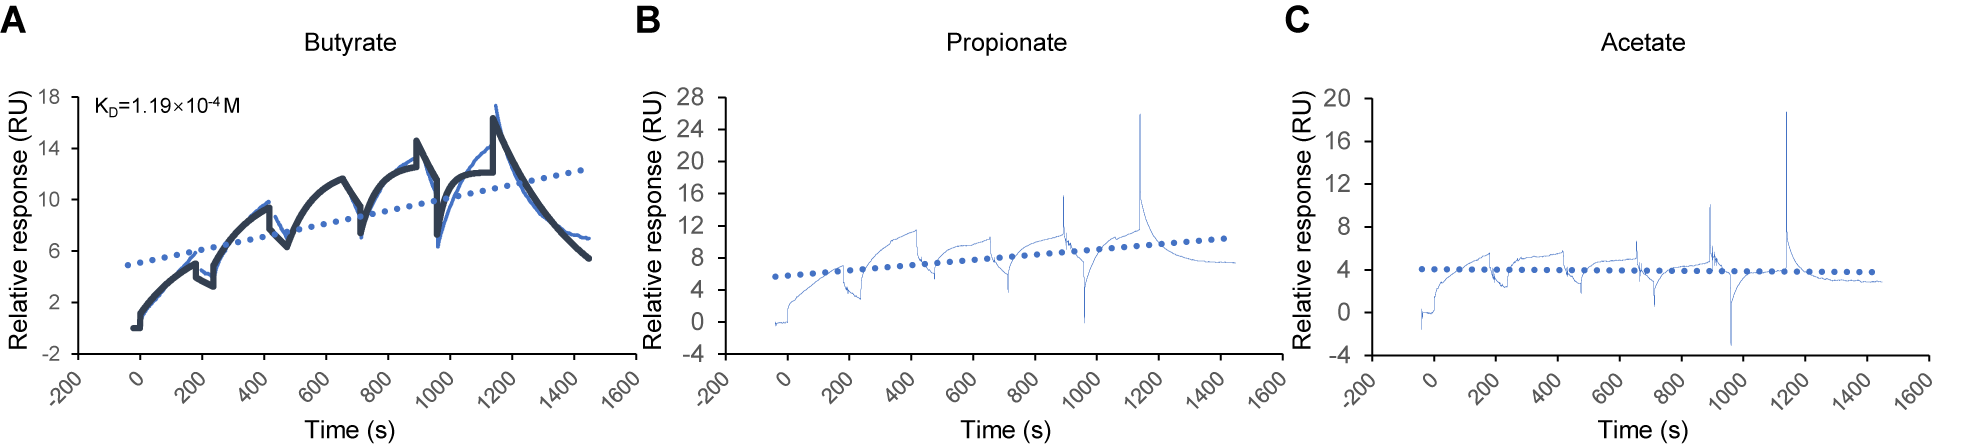

**Figure S4.** Butyrate, but not propionate and acetate, binds to PPARγ. Sensorgrams for butyrate (A), propionate (B), acetate (C) with PPARγ through surface plasmon resonance (SPR) assays.

**
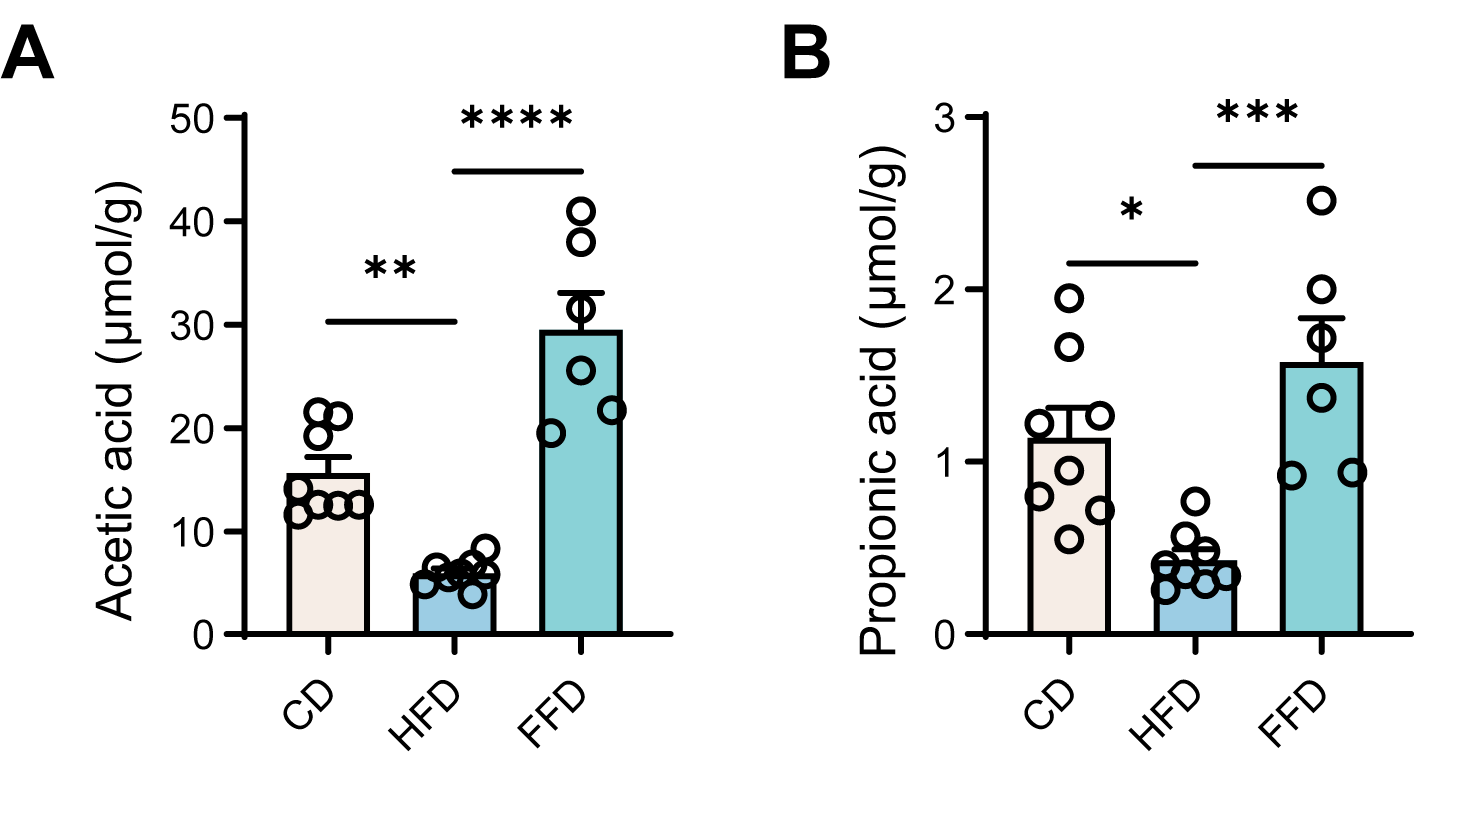
**

**Figure S5.** Acetic acid and propionic acid concentrations in fecal samples of mice treated with each diet. Data are shown as the mean ± s.e.m. Statistical differences between groups were assessed by one-way ANOVA with Šídák's multiple comparisons test. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

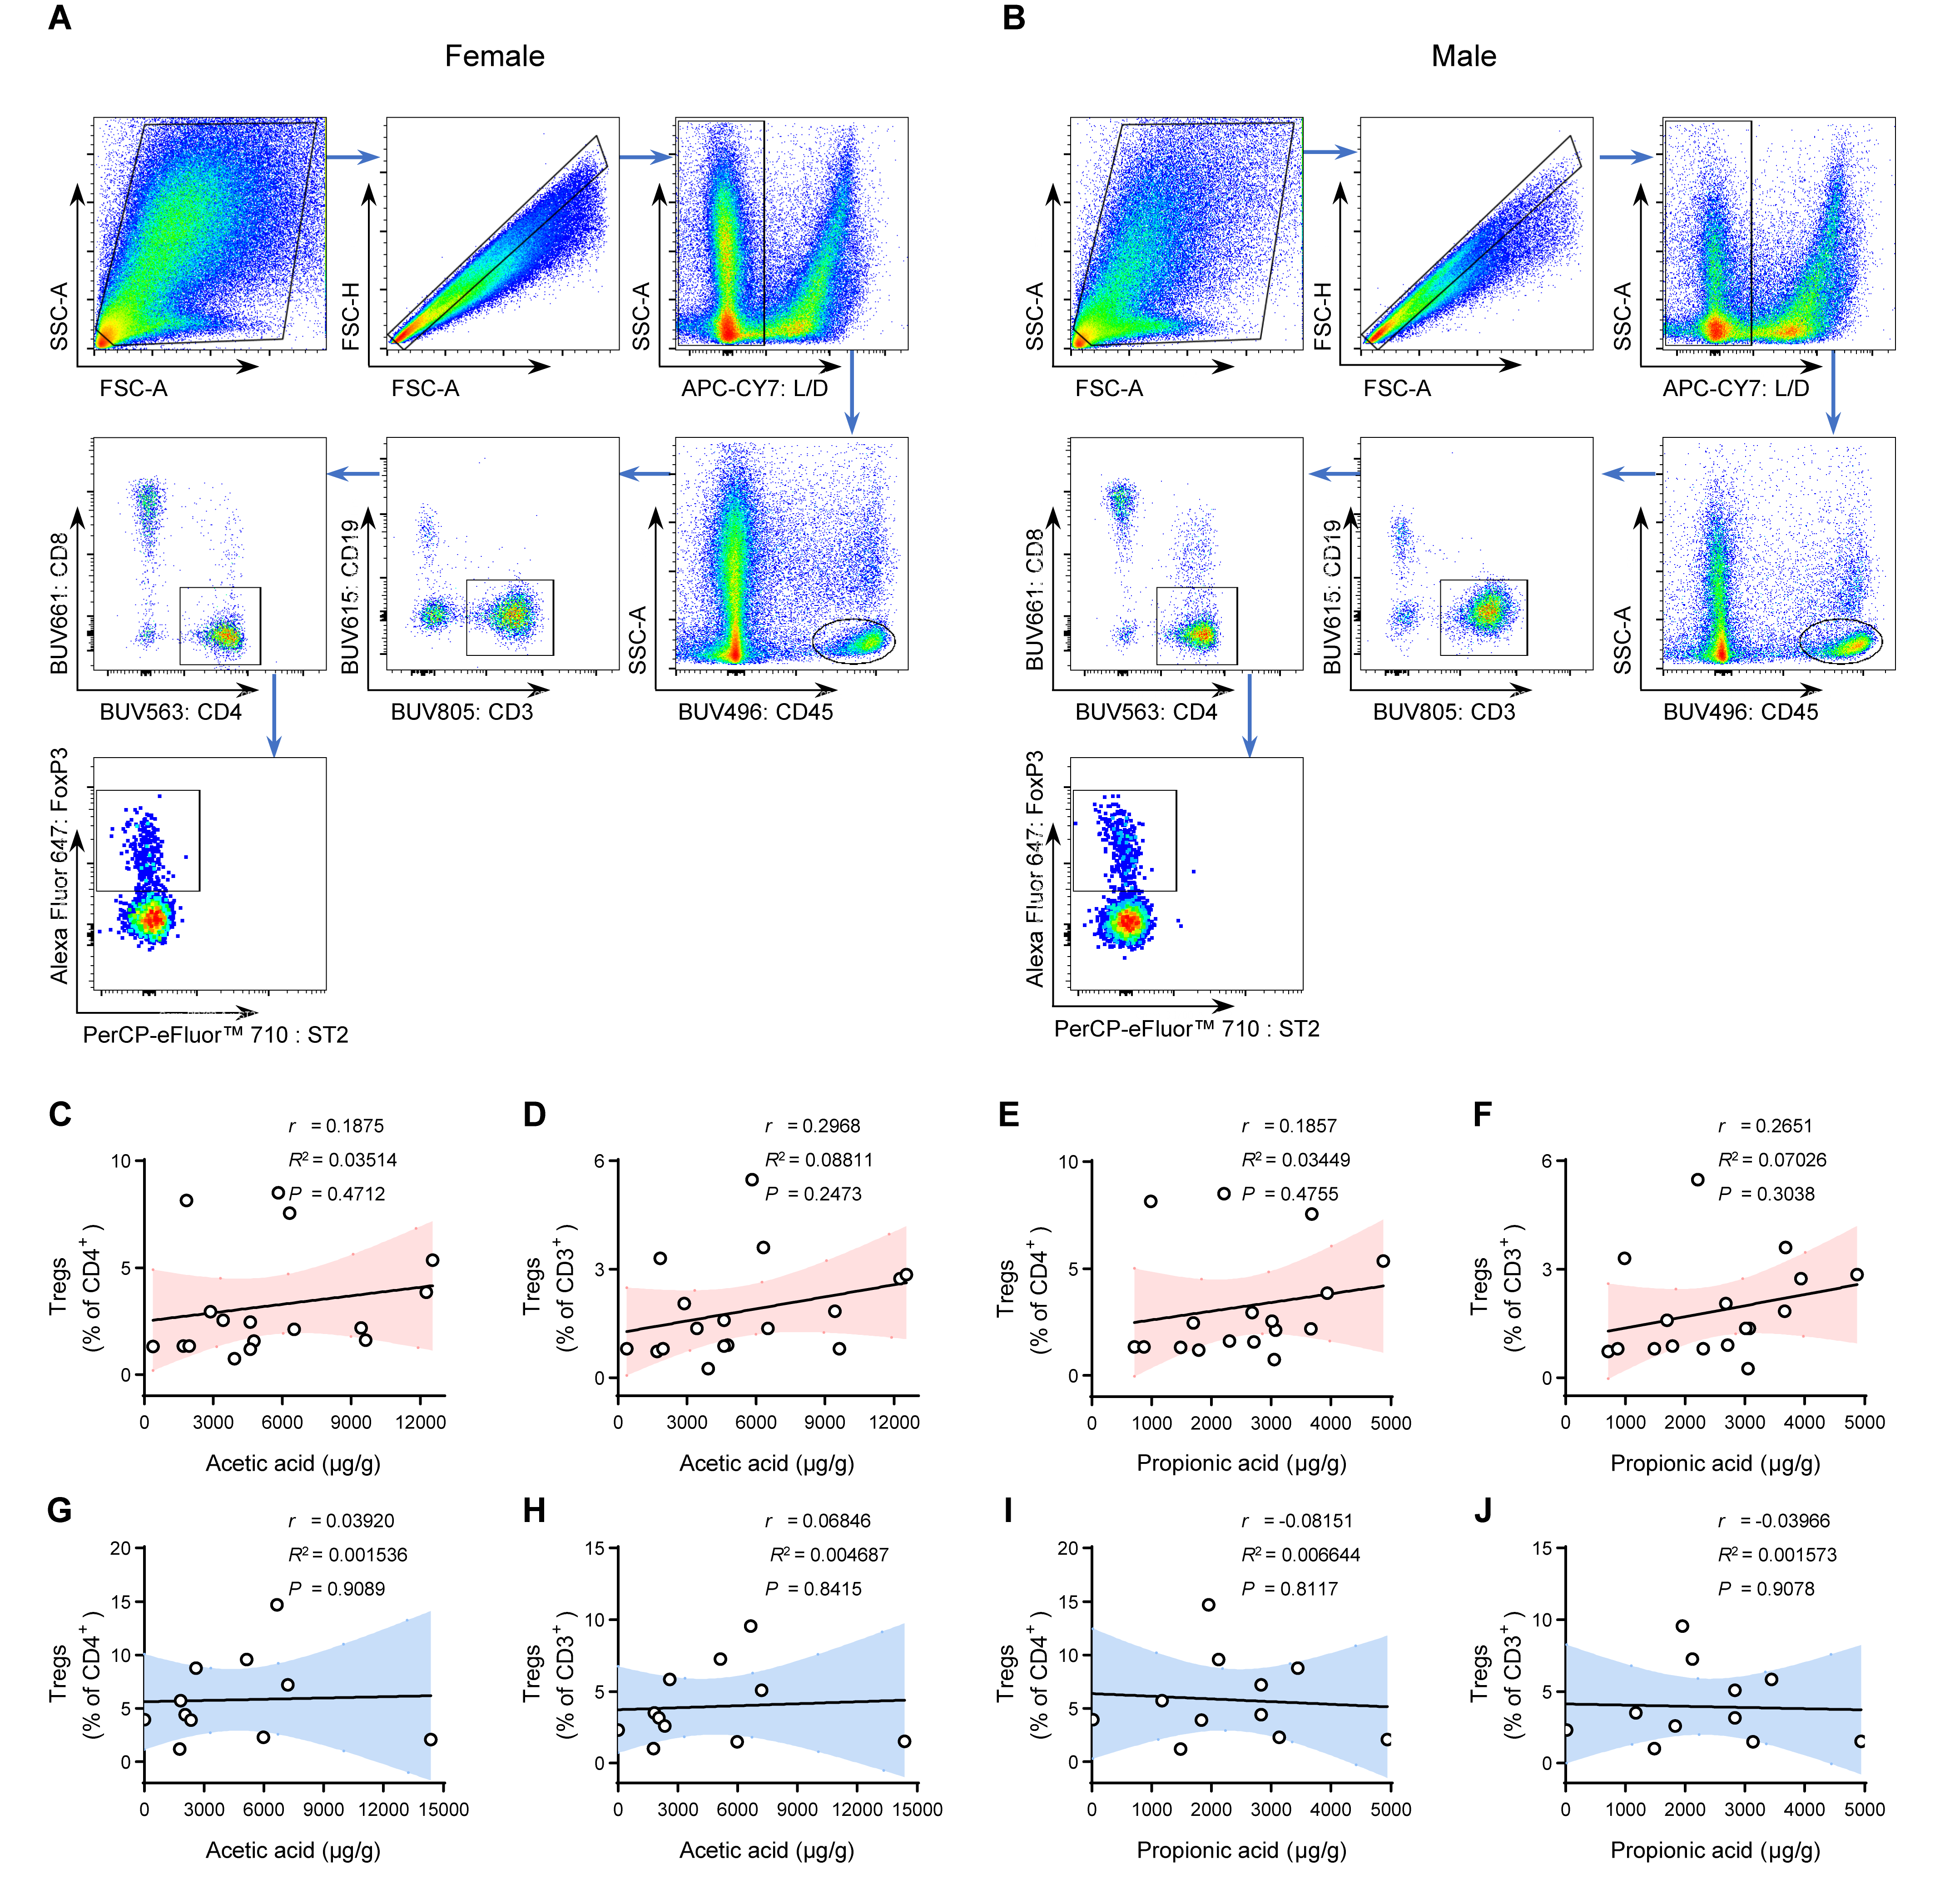

**Figure S6.** Gating strategy for Treg cells and their correlations to fecal SCFAs in human omental fat. A, B) Gating strategy for detecting Treg cells (CD4^+^ Foxp3^+^) in human VAT from female (A) and male (B) obese subjects. C, D) Correlations between fecal concentration of acetic acid and the percentages of Treg cells among CD4^+^ cells (C) and among CD3^+^ cells (D) in female omental fat. E, F) Correlations between fecal concentration of propionic acid and the percentages of Treg cells among CD4^+^ cells (E) and among CD3^+^ cells (F) in female omental fat. G, H) Correlations between fecal concentration of acetic acid and the percentages of Treg cells among CD4^+^ cells (G) and among CD3^+^ cells (H) in male omental fat. I, J) Correlations between fecal concentration of propionic acid and the percentages of Treg cells among CD4^+^ cells (I) and among CD3^+^ cells (J) in male omental fat. *n*=17 for female obese subjects; *n*=11 for male obese subjects. The colored area indicates 95% confidence intervals. *P* values were determined by simple linear regression and Pearson’s correlation.

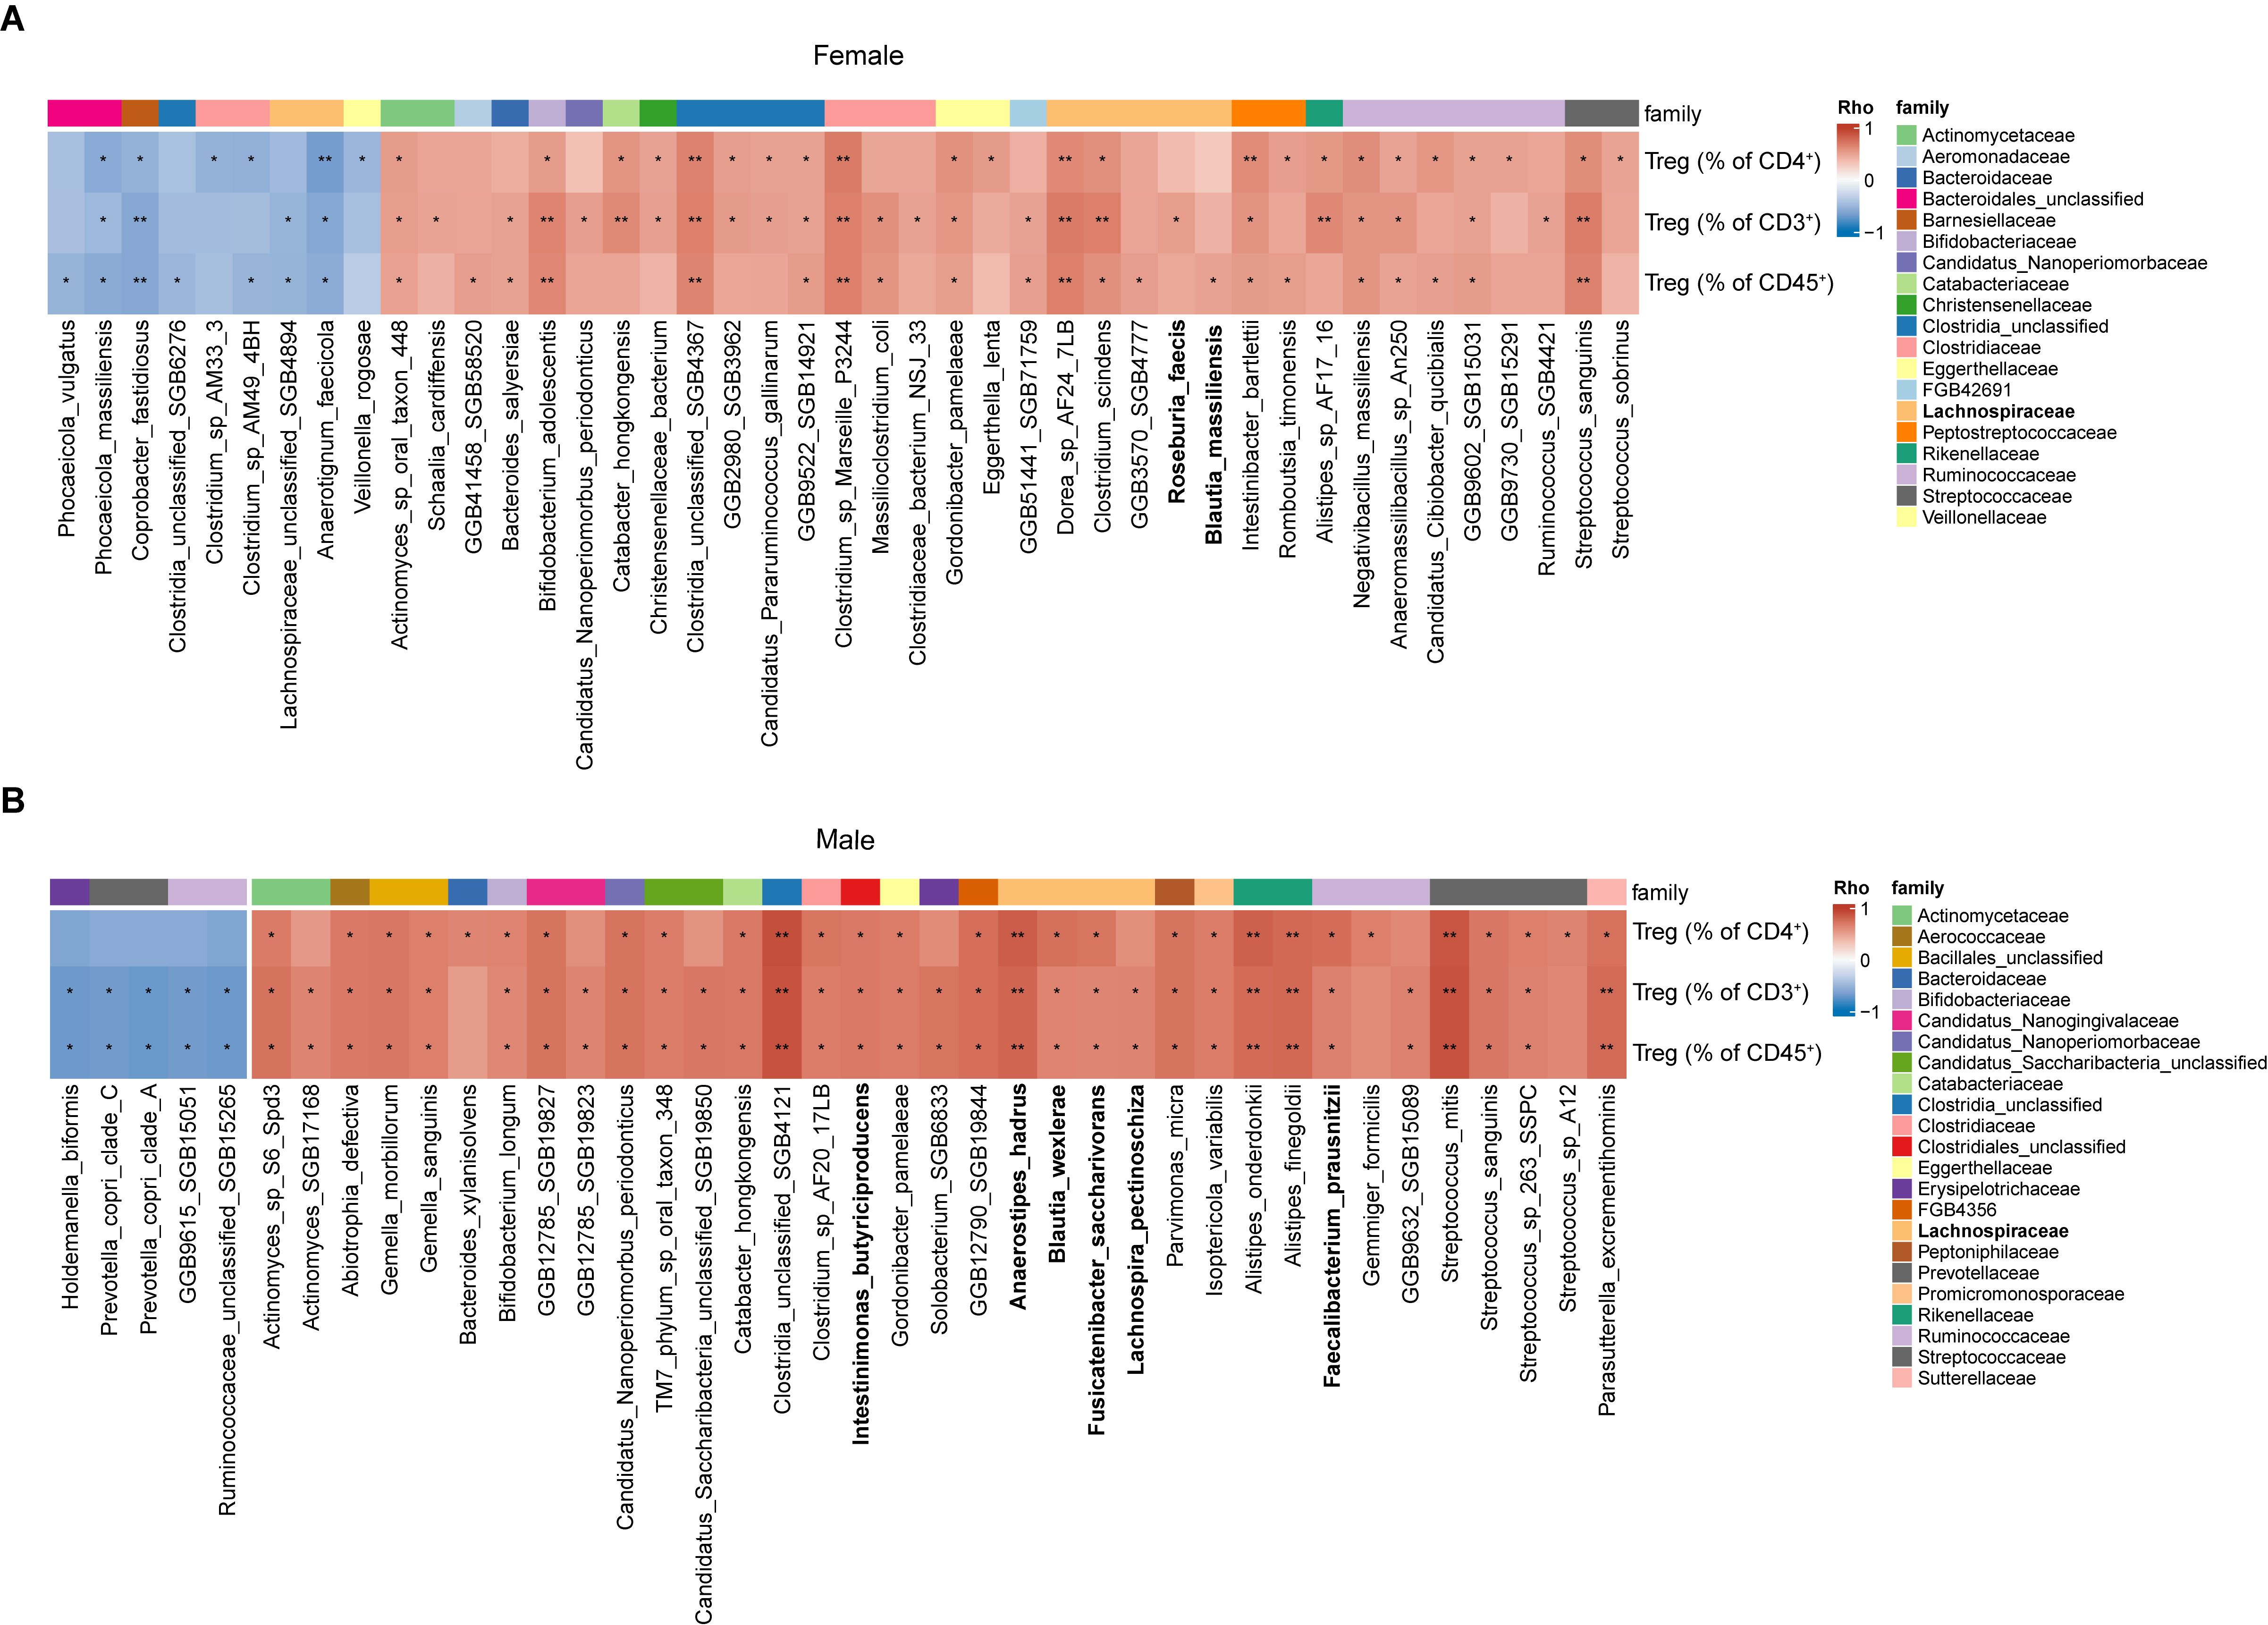

**Figure S7.** The correlations between gut microbial species and human VAT Treg cells. A and B) Heatmap illustrating the associations between fecal microbial species and the percentages of Treg among CD4^+^ cells, CD3^+^ cells or CD45^+^ cells in female (A) and male (B) participants. Only species correlated with at least one Treg percentage and with *P* < 0.05 are shown. Species that can produce butyrate are shown in boldface. Female, n=17; Male, n=10. Correlations were assessed using Spearman’s rank correlation. Statistical significance is indicated as **p* < 0.05, and ***p*< 0.01.

**Table S1.** The composition of CD, HFD and FFD used in this study.

| Product # | CD, D12450J | | HFD, D12492 | | FFD, RD21030802 | |
| --- | --- | --- | --- | --- | --- | --- |
|  | 10 kcal% Fat | | 60 kcal% Fat | | Diet with 60 kcal% Fat and fiber from Inulin | |
|  |  |  |  |  |  |  |
|  | gm% | kcal% | gm% | kcal% | gm% | kcal% |
| Protein | 16.9 | 20.0 | 26.2 | 20.0 | 22.9 | 20.0 |
| Carbohydrate | 67.3 | 70.0 | 26.3 | 20.1 | 18.8 | 20.1 |
| Fat | 4.3 | 10.0 | 34.9 | 59.9 | 30.4 | 59.9 |
| Total |  | 100.0 |  | 100.0 |  | 100.0 |
| kcal/gm | 3.85 |  | 5.24 |  | 4.58 |  |
|  |  |  |  |  |  |  |
| Ingredient | gm | kcal | gm | kcal | gm | kcal |
| Casein | 200 | 800 | 200 | 800 | 200 | 800 |
| L-Cystine | 3 | 12 | 3 | 12 | 3 | 12 |
|  |  |  |  |  |  |  |
| Corn Starch | 506.2 | 2024.8 | 0 | 0 | 0 | 0 |
| Maltodextrin 10 | 125 | 500 | 125 | 500 | 88 | 352 |
| Sucrose | 68.8 | 275.2 | 68.8 | 275.2 | 68.8 | 275.2 |
|  |  |  |  |  |  |  |
| Cellulose, BW200 | 50 | 0 | 50 | 0 | 50 | 0 |
|  |  |  |  |  |  |  |
| inulin |  |  |  |  | 150 | 150 |
|  |  |  |  |  |  |  |
| Soybean Oil | 25 | 225 | 25 | 225 | 25 | 225 |
| Lard | 20 | 180 | 245 | 2205 | 245 | 2205 |
|  |  |  |  |  |  |  |
| Mineral Mix S10026 | 10 | 0 | 10 | 0 | 10 | 0 |
| DiCalcium Phosphate | 13 | 0 | 13 | 0 | 13 | 0 |
| Calcium Carbonate | 5.5 | 0 | 5.5 | 0 | 5.5 | 0 |
| Potassium Citrate, 1 H2O | 16.5 | 0 | 16.5 | 0 | 16.5 | 0 |
|  |  |  |  |  |  |  |
| Vitamin Mix V10001 | 10 | 40 | 10 | 40 | 10 | 40 |
| Vitamin Mix V10001C |  |  |  |  |  |  |
| Choline Bitartrate | 2 | 0 | 2 | 0 | 2 | 0 |
| FD&C Yellow Dye #5 | 0.04 | 0 | 0 | 0 | 0 | 0 |
| FD&C Red Dye #40 | 0 | 0 | 0 | 0 | 0.05 | 0 |
| FD&C Blue Dye #1 | 0.01 | 0 | 0.05 | 0 | 0 | 0 |
|  |  |  |  |  |  |  |
| Total | 1055.05 | 4057 | 773.85 | 4057 | 886.85 | 4059 |

**Table S2.** Primer sequences used in this study.

| Gene |  | Sequence |
| --- | --- | --- |
| *Gapdh* | Forward | ACGGCCGCATCTTCTTGTGCA |
|  | Reverse | AATGGCAGCCCTGGTGACCA |
| *Pparg* | Forward | TCACAAGAGCTGACCCAATG |
|  | Reverse | TGAGGCCTGTTGTAGAGCTG |
| *Rantes* | Forward | GGAATTCGGGTACCATGAAGATCTC |
|  | Reverse | GCGGATCCTAGCTCATCTCCAAATA |
| *Mcp1* | Forward | GGAATTCACCACCATGCAGGTCCCTGTC |
|  | Reverse | GCGGATCCGAGTCACACTAGTTCACT |
| *Mip1a* | Forward | GGAATTCACCATGAAGGTCTCCACCACTG |
|  | Reverse | GCGGATCCAAGACTCTCAGGCATTC |
| *Il1b* | Forward | CTGCAGCTGGAGAGTGTGGAT |
|  | Reverse | GGGAACTCTGCAGACTCAAACT |
| *Tnfa* | Forward | CCCTCACACTCAGATCATCTTCT |
|  | Reverse | GCTACGACGTGGGCTACAG |
| *Universal* | Forward | ACTCCTACGGGAGGCAGCAGT |
|  | Reverse | ATTACCGCGGCTGCTGGC |
| *butyryl-CoA: acetate CoA-transferase* | Forward | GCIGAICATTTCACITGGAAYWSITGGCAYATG |
|  | Reverse | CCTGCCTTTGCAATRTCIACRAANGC |

How the deposited data were processed for this re-analysis (not part of the article)

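CD45+ cells from VAT of SPF mice given normal water (NW) or antibiotics (ABX) were profiled by single-cell RNA sequencing with AbSeq antibodies, with 1 library per condition. For each library the authors' pipeline gave the UMI counts of every gene and antibody per cell barcode, on GRCm38, without normalization. All values are whole numbers of at least 0. The files hold 10 antibody columns, and the methods list 8 antibodies. CD3 and NK-1.1 are the additional ones. The union of the genes in both files held 26981 genes, of which 23231 were in both, and a gene listed in 1 file only was taken as 0 in the other. Gene symbols are those of the files, and coordinates are from GENCODE release M21 for GRCm38. Chromosome Y genes such as Ddx3y, with 7655 UMIs in NW and 7062 in ABX, and Xist, with 10 and 19 UMIs, show male mice in both libraries.

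Cells with more than 25% mitochondrial UMIs, fewer than 500 UMIs or fewer than 200 genes were left out, as in the methods. Seurat 5.3.0 in R 4.3.3 was used to log-normalize the counts, choose 2000 variable genes, scale them with the UMI count regressed out, and compute 30 principal components. The antibody counts were normalized by the centered log ratio, and clusters were found by the Louvain method at resolution 0.6 on weighted nearest neighbours of both. The methods name no number of principal components and no integration, so none was applied in the values given. The study describes both marker genes and SingleR for naming cell types. Here, clusters were named from marker genes of 20 cell classes, 14 of them from the study, that were fixed before the data were examined, as were the comparisons, the alternatives and the lists of genes. A name needed at least 3 detected markers, with at least 1.5-fold higher counts than in all other cells (0.1 added per 10000 UMIs) and a UMI in at least 10% of the cluster's cells, and T cell names also needed Cd3e. The class with the highest mean log2 fold over its markers gave the name. A cluster stayed unnamed where its 10 leading genes held more markers of another class than of its own or 3 proliferation or peritoneal macrophage genes, where at least 2 markers of another lineage had a UMI in 50% or more of its cells, where it had fewer than 20 cells, or where its UMI count was low (under 1/3 of the library's median) without a leading marker. Clusters of at least 100 cells with 2 leading markers of each of 2 classes were split at resolution 0.3. The marker genes stayed as fixed, but the rules and limits that turn them into names, for unnamed clusters, for Cd3e and for splitting were written or adjusted after the clusters had been seen. The share of cells they leave unnamed is given per condition. Differences from the study's shares can come from these rebuilt names. The denominators are all cells that passed the filters.

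Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals. Ratios of shares are ABX over NW on the log10 scale, as in Figure 1C, with the counting interval of a log ratio. For expression within a subset, UMIs were summed over the cells of each library and given as CPM, scaled by the summed UMIs of the subset in that library, with the exact interval of a ratio of Poisson rates, only in subsets with at least 50 cells in each library. Where a gene had 0 UMIs in a library, its ratio is a lower bound against 3 counts. All intervals cover counting error only. With 1 library per condition there is no estimate of the spread between mice, so no p-values and no counts of changed genes are given. To compare the share of cells with a UMI at equal depth, the chance of each cell to keep a UMI when thinned to 1000 UMIs was computed from the hypergeometric distribution and summed. A single random draw was replaced by this expected value after the share in Treg-like cells was seen to depend on the draw. Cells positive for CD4 and TCRβ had at least 10 and 15 antibody UMIs, limits set after the antibody counts were seen.

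Genes named within a subset are those the study names, a list of VAT Treg genes, and, in macrophage-, DC-, B cell-, ILC2- and CD4+ T-like cells, the 5 with the highest and the 5 with the lowest ratio among genes with at least 200 UMIs over both libraries and a ratio of at least 1.5. Other genes were chosen after their values were seen. Results for some genes are not reported here. For lists of genes (those of the study, VAT Treg, interferon-stimulated, dissociation stress, peritoneal macrophage, proliferation, sex, MHC class II, immunoglobulin constant regions and hemoglobin), the median log2 ratio was ranked among 10000 random lists of genes with like expression. The naming of genes and the lists were tested on simulated data made from the macrophage-like cells with 200 genes changed. The 5 highest and 5 lowest genes named were all truly changed, and the 95% interval covered the true ratio in 95.3% of 10149 genes. The changed genes were set 4-fold higher or lower, and the counts were drawn without spread between cells. The simulation therefore checks the calculation only. It cannot show how the rule or the intervals behave for genes whose UMIs lie in few cells or in free RNA.

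Doublets were kept in the values given. Scrublet (in scanpy 1.11.5) set its threshold automatically in each library and marked 338 NW cells (2.71%) but 3 ABX cells (0.0236%), under the 0.5% at which it counts as having worked. With the NW threshold in both libraries, 329 ABX cells (2.59%) were marked, and removal at this threshold was used as an alternative. Other alternatives were RNA only, resolutions 0.3 and 1.0, 20 and 50 principal components, no regression of the UMI count, more variable genes, reciprocal PCA integration, filters of 10% mitochondrial UMIs, 1000 UMIs and 500 genes, no filter, other denominators and other random seeds. Alternatives added after the data were seen were the shared doublet threshold, all 10 antibodies, clusters not split, clusters with markers of 2 lineages kept in a class, and clustering without the marker genes. The flow cytometry, microbiome and human data of the study are not analysed here. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.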

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

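Of the tests in this part, the comparison of fibroblast-like with endothelial-like cells was chosen only after its result was seen, and clustering without the marker genes and the shared doublet threshold were added after the first clusters had been seen. The patterns themselves were all noticed in these data. For every one of them, a difference between the libraries other than the antibiotics cannot be told apart from an effect of the antibiotics, because there is 1 library per condition.

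The paper does not compare gene expression in ILC2 between NW and ABX. In ILC2-like cells clustered without the marker genes (764 cells in NW, 1252 in ABX, median 3975.5 and 3457 UMIs), the cytokine genes Il5, Il13 and Areg together had 426 UMIs (128 CPM) in NW and 123 UMIs (27.3 CPM) in ABX, a log2 ratio of -2.22 (95% counting interval -2.52 to -1.93). UMIs of 1 cell are not independent of each other, so this interval can be too narrow. A UMI of any of these genes was found in 16.1% of NW and 5.11% of ABX cells, against 0.694% and 0.14% of macrophage-like cells (median 5642 and 4080 UMIs). In the ILC2-like cells, this share, which counts each cell once, had a log10 ratio of -0.498 (-0.623 to -0.373). The log2 ratio was -1.94 for Il5 and -2.13 for Areg. Il13 was found in only 5 cells of each library, with 80 UMIs in NW and 7 in ABX. These UMIs stay in the values of the genes together, but Il13 by itself is read no further. Il1rl1 stood at 0.05, Csf2 at -0.82 and Calca at 0.66. Lower depth is argued against by the share of cells with a UMI after thinning to 1000 UMIs, with a log10 ratio of -0.528 (-0.736 to -0.321). Less dissociation stress in ABX as the whole cause is argued against by cells matched over 5 bins of their share of stress gene UMIs, with a log2 ratio of -2.17 (-2.45 to -1.88). In the bin with the least stress, however, NW and ABX were close, at 19.8 and 17.8 CPM. Mast cells among the ILC2-like cells are argued against by a log2 ratio of -2.27 (-2.58 to -1.98) without cells that had a UMI of a mast cell gene. Lower expression of these cytokine genes in ILC2 after antibiotics may be the cause and remains open as a hypothesis, as does a difference between the libraries in how cells were activated during preparation.

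Mmp12, a gene the paper does not discuss (chromosome 9 of GRCm38, 7344381 to 7369499), had 4250 UMIs (56.5 CPM) over all NW cells and 108 (1.78 CPM) over all ABX cells, a log2 ratio of -4.99 (-5.28 to -4.72). The UMIs were concentrated. Of the 39 NW cells with at least 10 Mmp12 UMIs, 31 were monocyte-like, and ABX held 1 such cell. Of other genes of lipid-laden macrophages, the log2 ratios over all cells were -2.04 for Spp1, -1.18 for Gpnmb, -0.93 for Atp6v0d2, -0.84 for Fabp5, -0.46 for Lpl, -0.43 for Trem2 and -0.10 (-0.15 to -0.04) for Cd9. Within macrophage-like cells they were -0.80 for Spp1, -0.02 for Gpnmb, -0.39 for Atp6v0d2, -0.07 for Fabp5, -0.34 for Lpl, -0.01 for Trem2 and -0.17 for Cd9, with intervals that exclude 0 for Spp1, Atp6v0d2 and Lpl only. Trem2 and Lpl had their highest level in monocyte-like cells, whose leading genes include Lpl and Fabp5. The ratios of these genes in monocyte-like cells are not given here. The values in macrophage-like cells therefore do not show that these genes were unchanged elsewhere. The share of cells with a Mmp12 UMI was 2.86% in NW and 0.322% in ABX, while B cell-like cells, as background, had 1.98% and 0.102%, so many of the cells with few UMIs can hold free RNA. Lower depth is argued against by the share after thinning to 1000 UMIs, with a log10 ratio of -0.963 (-1.22 to -0.704). A small group of Mmp12-rich cells that was present in NW and nearly missing in ABX may explain the values. It rests on few cells, and whether it varies between mice is unknown.

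Fibroblast-like cells, a type the paper does not show, numbered 5 in NW and 86 in ABX, a log10 ratio of shares of 1.23 (0.835 to 1.62). If endothelial-like cells stand for CD45-negative cells, their log10 ratio of 0.155 (0.0980 to 0.212) argues against an even carry-over of such cells past the beads. However, Ptprc, the gene of CD45, had a UMI in 61.9% of NW and 49.9% of ABX endothelial-like cells. This reference may therefore not be wholly CD45-negative. Doublets of fibroblasts with CD45+ cells are argued against by Ptprc, which had a UMI in 22.1% (13.9% to 32.3%) of the fibroblast-like ABX cells and in 84.3% of ABX cells of CD45+ subsets of like depth. An uneven carry-over in the separation of the ABX cells could explain the difference and was not tested. A cluster that comes almost wholly from 1 library may belong to that library alone.

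Cluster 16, which stayed unnamed, held 85 NW and 194 ABX cells, a log10 ratio of 0.350 (0.24 to 0.46). In its NW and ABX cells, Zbtb16 had a UMI in 34.1% and 34.0%, and the surface TCRβ antibody had a median of 43 UMIs. Cd4 and Cd8a had a UMI in at most 3.61% of the cells of either library. gdT cells with antibody background are argued against by Trdc, at 75 CPM in ABX against 1937 CPM in gdT-like cells, and by Trac, at 586 CPM against 71.4 CPM. These genes may mark a T cell type with a TCRβ chain and without CD4 and CD8, such as an NKT or MAIT type. No gene that settles this was tested.

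Cluster 8_1, the part of the activated CD4+ T-like cells with many Il1rl1 and Gata3 UMIs, fell from 229 NW to 117 ABX cells, a log10 ratio of -0.300 (-0.396 to -0.204), while the other part, cluster 8_0, stayed at 373 and 379 cells (-0.00169, interval -0.0628 to 0.0595). Il1rl1 had a UMI in 78.6% of NW and 57.3% of ABX cells of cluster 8_1, and Foxp3 in 7.86% and 5.98%. The paper does not report on CD4+ T cells with Il1rl1 and without Foxp3. Treg cells that lack a Foxp3 UMI are argued against as the bulk of the cluster by Ctla4, Ikzf2, Ccr3 and Tnfrsf4, which summed to 279 CPM in NW, against 2215 CPM in Treg-like cells and 152 CPM in cluster 8_0. Fewer ST2+ CD4+ T cells outside the Treg cells in ABX are a hypothesis. Since Il1rl1 was also lower within the cluster, with a log2 ratio of -0.54 (-0.69 to -0.39), a shift of expression that moves cells between the clusters could give the same counts and stays open.

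Cluster 17, a DC-like cluster led by Fscn1, Ccl22 and Ccr7, as in mature DC, held 180 NW and 74 ABX cells, a log10 ratio of -0.395 (-0.512 to -0.278) and a linear ratio of 0.403. The paper shows DC as 1 subset. Clustered without the marker genes, the matching cluster had a log10 ratio of -0.386 (-0.503 to -0.270). The rest of the DC-like cells had -0.121 (-0.152 to -0.0889). Lower depth is argued against by the share of cells with both a Fscn1 and a Ccl22 UMI after thinning to 1000 UMIs, with a log10 ratio of -0.432 (-0.611 to -0.253), and doublets by the share of the cluster without predicted doublets, with -0.376 (-0.495 to -0.258). Fewer mature DC after antibiotics remain open as a hypothesis.

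The files hold an NK-1.1 antibody that the methods do not list. Its median was 23 UMIs in the largest NK-like cluster, cluster 10, against 33 in macrophage-like, 18 in Treg-like and 250 in endothelial-like cells, so its signal did not single out NK cells. It was used for the clusters only in the alternative with all 10 antibodies. No explanation for this signal was tested.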

How the results depend on the processing

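The shared doublet threshold, all 10 antibodies, clusters not split, mixed clusters kept and clustering without the marker genes were chosen only after the data were seen. Removal of doublets with a threshold set in each library, planned for every result, was not usable, since it marked 3 cells in ABX, and gave no values.

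Over 19 alternatives, the Treg-like log10 ratio stayed below 0, between -0.450 (denominator without macrophages) and -0.289, and ranked lowest of the named subsets in all 19. With all 10 antibodies, however, the monocyte-like ratio of -0.350 lay within the counting interval of the Treg-like ratio of -0.376. Where monocyte-like cells were not named, the rank left them out. Under 50 principal components the Treg-like ratio was -0.289, beyond the counting interval of the value given at the claim, and the cause was not tested. The Treg-like share of CD4+ T-like cells, which RNA only could not give, lay between -0.289 and -0.162 over 16 alternatives. It moved to -0.162 under 50 principal components and to -0.192 under the stricter filters, and the cause was not tested. The log10 ratio of cells with a Foxp3 UMI lay between -0.412 and -0.367 over 7 alternatives. The number of subsets with a higher share in ABX lay between 5 and 9. It was 5 with RNA only, where 10 subsets were named.

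For the 13 other subsets, 206 of 236 values under an alternative moved by less than their counting interval, 29 moved by more in the same direction, and 1 reversed. Activated CD4+ T-like cells had a log10 ratio of 0.0191 (-0.0449 to 0.0830) with all 10 antibodies. The cause was not tested. The NK-like ratio moved in 7 of 19 alternatives, down to 0.0674, and the gdT-like ratio in 6 of 19, up to 0.182, where its interval no longer included 0. Monocyte-like cells had the widest range, between -0.350 and -0.0293, and were not named with 20 principal components, with doublets removed or without the marker genes. For the genes named within a subset, 263 of 317 values moved by less than their counting interval and 54 moved by more. No gene whose interval excluded 0 changed its sign. With the mean over cells, the sign changed for Il1b in ILC2-like cells (-0.36), Gata3 (-0.16) and Pparg (-0.04) in macrophage-like cells and Ccr8 (0.02) in Treg-like cells clustered without the marker genes, whose intervals all included 0. Doublet removal with the shared threshold left the Treg-like log10 ratio at -0.355.

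Depth limits the shares of cells with a UMI. The ABX library had fewer UMIs per cell, so these shares are also given after thinning. Neutrophil- and resting CD4+ T-like cells rest on few cells, and differences between mice cannot be measured with 1 library per condition.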

Differences from the paper's values

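The tests of settings named as added in this part were chosen only after the values were seen. Figure 1C shows log10 ratios without printing them, so the paper's values were read by eye, and the error of this reading is not part of the intervals. Of 14 subsets, 14 had the same sign as in Figure 1C, and 9 lay within the counting interval, among them Treg cells. The other 5 follow. For naming cell types, the study describes both marker genes and SingleR, while here only lists of marker genes were used. The subsets may therefore not hold the same cells, which was not tested. Settings of the clustering alone moved the monocyte-like ratio to -0.0293 under 50 principal components.

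For monocytes, the paper's log10 ratio is about -0.34 in Fig. 1C, read by eye, and the value here was -0.118, with the limit that 4 of 9 monocyte markers differed between the libraries. Of 13 alternatives set before the data were examined, the stricter filters, with -0.264, came within the interval of the paper's value. The other 12 did not: both other denominators, RNA only, resolutions 0.3 and 1.0, 50 principal components, no regression of the UMI count, more variable genes, integration, no filter and both other seeds. All 10 antibodies, added after the values were seen, gave -0.350, and the other added alternatives that named monocytes were not within the interval.

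For DC, the paper's log10 ratio is about -0.11 in Fig. 1C, read by eye, and the value here was -0.143. Of 14 alternatives set before the data were examined, 6 were within the interval: the denominator of named subsets (-0.133), 20 principal components (-0.124), 50 principal components (-0.119), more variable genes (-0.137), stricter filters (-0.115) and no filter (-0.139). The other 8 were not: the denominator without macrophages, RNA only, resolutions 0.3 and 1.0, no regression of the UMI count, integration and both other seeds. None of the alternatives added after the values were seen was within it.

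For macrophages, the paper's log10 ratio is about -0.05 in Fig. 1C, read by eye, and the value here was -0.0712. Of 13 alternatives set before the data were examined, the denominator of named subsets (-0.0613) and no filter (-0.0544) were within the interval, and the other 11 were not: RNA only, resolutions 0.3 and 1.0, 20 and 50 principal components, no regression of the UMI count, more variable genes, integration, stricter filters and both other seeds. None of the alternatives added after the values were seen was within it.

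For gdT cells, the paper's log10 ratio is about 0.16 in Fig. 1C, read by eye, and the value here was 0.0723. Of 14 alternatives set before the data were examined, 5 were within the interval: RNA only (0.182), resolution 0.3 (0.168), 20 principal components (0.164), 50 principal components (0.0929) and no regression of the UMI count (0.163). The other 9 were not: both other denominators, resolution 1.0, more variable genes, integration, stricter filters, no filter and both other seeds. All 10 antibodies (0.162) and clustering without the marker genes (0.172), both added after the values were seen, were also within it, and the other added alternatives were not.

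For resting CD4+ T cells, the paper's log10 ratio is about 0.31 in Fig. 1C, read by eye, and the value here was 0.456. Of 13 alternatives set before the data were examined, 6 were within the interval: the denominator without macrophages (0.403), resolution 0.3 (0.434), 50 principal components (0.445), no regression of the UMI count (0.432), integration (0.442) and stricter filters (0.383). The other 7 were not: the denominator of named subsets, resolution 1.0, 20 principal components, more variable genes, no filter and both other seeds. Of the alternatives added after the values were seen, clusters not split (0.307), clustering without the marker genes (0.346), all 10 antibodies (0.439) and doublets removed (0.447) were within it, and mixed clusters kept were not.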

Other observations

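Of the tests in this part, those of dilution and of clusters with markers of 2 lineages were chosen only after the result was seen, as was clustering without the marker genes.

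The lower Treg-like share in ABX was tested against technical explanations. Lower depth is argued against by the share of cells with a Foxp3 UMI after thinning to 1000 UMIs, with a log10 ratio of -0.367 (-0.451 to -0.282). Dilution by macrophages, B cells and resting lymphocytes as the whole cause is argued against by the Treg-like share of Treg-like and activated CD4+ T-like cells, 40.1% of 1005 NW cells and 25.0% of 661 ABX cells, a log10 ratio of -0.206 (-0.272 to -0.140). Loss of Treg cells at the filters is argued against by the share of all barcodes with a Foxp3 UMI, with -0.397 (-0.458 to -0.336). Treg cells in clusters with markers of 2 lineages are argued against by the ratio with these clusters added, -0.357 (-0.425 to -0.288). A difference between the libraries other than the antibiotics cannot be told apart from the antibiotics, since each condition has 1 library.

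The paper reports, from flow cytometry, lower Foxp3 and ST2 and largely kept GATA3 and CD36 in the remaining Treg cells. In the Treg-like cells here, Foxp3, which names them, had a log2 ratio of -0.04 (-0.18 to 0.11). Il1rl1, which encodes ST2, had -0.60 (-0.73 to -0.46) and Gata3 had -0.48 (-0.67 to -0.29). After thinning to 1000 UMIs, the expected share of Treg-like cells with a Il1rl1 UMI was 69.5% in NW and 45.1% in ABX (macrophage-like cells 3.83% and 4.08%), and with a Gata3 UMI 48.9% and 34.0% (0.864% and 0.825%). Treg-like cells had medians of 3289 and 2550 UMIs. Clustered without the marker genes, all Treg-like cells together had log2 ratios of -1.03 (-1.22 to -0.86) for Foxp3, -1.0 (-1.13 to -0.87) for Il1rl1 and -0.83 (-1.02 to -0.65) for Gata3, and the cluster richest in Foxp3 alone had log2 ratios of -0.50 (-0.71 to -0.31) for Foxp3, -0.30 (-0.44 to -0.16) for Il1rl1 and -0.25 (-0.46 to -0.05) for Gata3. Whether Foxp3 was lower in the remaining cells therefore depends on the clustering. The values within this cluster are smaller than those of all Treg-like cells together, so a different mix of the Treg-like clusters can be part of the cause. As the whole cause it is argued against by the value of -0.504 within this cluster, while in the other Treg-like cluster, where 68.8% of NW cells had a UMI of the macrophage gene C1qa, the interval of Foxp3, -0.41 (-0.87 to 0.03), included 0 and those of Il1rl1, -1.30 (-1.69 to -0.91), and Gata3, -0.49 (-0.97 to -0.02), did not. A larger share of other T cells in this cluster in ABX, where 54.6% of the cells had a Foxp3 UMI against 85.0% in NW, could explain it and was not tested. Cd36 had a log2 ratio of -1.11 (-1.40 to -0.84) in Treg-like cells, from 544 to 251 CPM, but it had a UMI in 97.1% of NW and 94.8% of ABX macrophage-like cells. The share with a Cd36 UMI in thinned Treg-like cells was 21.7% in NW and 17.3% in ABX, with overlapping intervals. Neither value is read as expression, since free RNA of macrophages can give such UMIs.

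Some cells carried markers of both Treg cells and cDC1, 22 in NW and 17 in ABX. Random doublets are argued against by the ratio of Treg to ILC2 marker cells among the 2086 cells with cDC1 markers over that among other cells, 5.00 (2.97 to 8.56), where random pairing gives 1. Treg markers occurred together with cDC1 markers in 6.46% of all cells that had them, against 1.36% for ILC2, 1.38% for NK and 1.37% for B cell markers. Treg cells and cDC1 that stayed attached to each other may explain this, but T cells other than Treg cells were not compared. In the unnamed cluster 23, Xcr1 had a UMI in 83.1% of the cells, Trac in 89.9% and Foxp3 in 33.7%. In Treg-like cells, Foxp3 had one in 81.7%. The values therefore cannot tell an attachment of Treg cells from one of T cells in general. Such an attachment is a hypothesis, and other causes of joint capture stay open.

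UMIs of immunoglobulin isotypes differed between the libraries. Over all cells, Ighg2b had 85 UMIs in NW and 5909 in ABX, Ighg2c 974 and 6690, and Ighg3 16324 and 5560. In plasma cell-like cells, 1 cell held at least 50% of the UMIs of Ighg2b and of Ighg2c in ABX and of Ighg3 in NW. A few plasma cells with very many UMIs of 1 isotype may explain the differences of Ighg2b and Ighg2c, of which 5129 and 4504 ABX UMIs lay in plasma cell-like cells. For Ighg3, only 5200 NW and 97 ABX UMIs did, while DC-like cells held 4113 in NW and CD4+ T-like cells 3490 in ABX, so the cause stays open for this isotype. Macrophage-like cells had a Ighg3 UMI in 16.8% of NW and 2.93% of ABX cells and a Ighg2b UMI in 0.0173% and 4.59%, which free RNA can give. No biological explanation was tested.

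Many of the genes with the highest or lowest ratios within a subset, named by the rule fixed in advance, were immunoglobulin, hemoglobin or mast cell genes found in few cells. In macrophage-like cells, the lowest log2 ratios were those of Chil3 (-3.80), Mmp12 (-3.75), Gm10062 (-1.95), Iglc3 and Ighg3, and the highest those of Ighg2b (8.62), Igkv19-93, Igkv4-55, Igkv15-103 and Ighg2c. In DC-like cells, the lowest were Ighg3, Iglv1, Iglc3, Fn1 (-1.95) and Tppp3 (-1.90), and the highest Sparc (1.59), Cd79a (1.50), Ffar2 (1.49), Scd1 (1.45) and Iglc2 (1.26). Sparc, Cd79a, Scd1, Iglc2 and Tppp3 had higher CPM in all other cells than in DC-like cells. Their log2 ratios in the other cells were 1.49, 1.47, 1.12, 1.07 and -1.59, so free RNA can give these values. Ratios in the other cells were smaller for Ffar2 (0.59) and Fn1 (-0.50). In B cell-like cells, the lowest were the precursor genes Vpreb1 (-2.89), Sox4 (-2.88), Igll1 (-2.81) and Myb (-2.56) and Rrm2 (-2.67), with 52 NW and 28 ABX cells in the cluster that Vpreb1 leads. Among the highest, Hbb-bs, Hba-a1 and Hba-a2 had 0 UMIs in NW and were at least 198-fold, 178-fold and 140-fold higher in ABX against 3 counts over the subset, in at most 1.13% of the cells, and Hbb-bt (7.28) and Ccr6 (1.37) followed. In ILC2-like cells, Tpsb2, Cma1, Mcpt4 and Cpa3 were lowest, in at most 1.46% of the cells, with Ccl22 (-5.05). The highest were Gm26870 (1.19), Ccl5 (1.10), Uba7 (1.05), Wipf3 (1.01) and Jag1 (0.93). In CD4+ T-like cells, Dkk3 (-2.90), Ccr9 (-2.46), Npnt (-2.41), Cd209f (-2.19) and Cxcl2 (-1.97) were lowest, and Igkv3-10, Igkv6-15, Ighg3, Mzb1 (4.06) and Pou2af1 (3.28) highest. Over all other cells, Cd209f had 422 CPM in NW and 149 CPM in ABX, a log2 ratio of -1.50. Free RNA can therefore be part of its value. In the other cells, Cxcl2 had -0.49, and Dkk3, Ccr9 and Npnt were not lower in ABX. Some of the values in the subsets depended on the method. With the mean over cells, Mzb1 had 1.92 and Pou2af1 1.47, and with doublets removed they had 4.21 and 3.37. In macrophage-like cells, Igkv15-103 fell from 5.61 to 0.65 with doublets removed.

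For the lists of genes, medians of log2 ratios were compared with random lists of like expression in up to 6 subsets (macrophage-, DC-, B cell-, ILC2- and CD4+ T-like cells, and Treg-like cells clustered without the marker genes). The dissociation stress list stood at percentile 2.13 or lower of the random lists in all 6, with medians from -0.51 in B cell-like to -0.13 in macrophage-like cells. The interferon-stimulated list lay between -0.52 in B cell-like and 0.02 in CD4+ T-like cells, and the MHC class II list between -0.55 in ILC2-like and 0.42 in Treg-like cells. The VAT Treg list had its lowest median, -0.85, and the genes of the study theirs, -0.81, in CD4+ T-like cells. These cells include the Treg-like cells, which were 38.3% of them in NW and 20.8% in ABX. The lower Treg-like share can lower both medians without a change of expression within cells. In Treg-like cells clustered without the marker genes, the VAT Treg list had -0.76 and the genes of the study -0.73. All of these medians stood at percentile 0 of the random lists. The VAT Treg list also ranked low in B cell-like (-0.54, percentile 0.28), ILC2-like (-0.14, percentile 1.11) and macrophage-like cells (-0.10, percentile 1.53). Its low rank was therefore not limited to T cells. Its highest median was -0.08 in DC-like cells (percentile 9.17), and that of the genes of the study 0.07 in macrophage-like cells (percentile 68.04). The proliferation list ranged from -1.77 in B cell-like to 1.82 in Treg-like cells, the immunoglobulin list from -0.05 in ILC2-like to 2.46 in CD4+ T-like cells, and the peritoneal macrophage list, measured in 3 subsets, from 0.13 in DC-like to 3.00 in CD4+ T-like cells. The sex list stayed between -0.07 and 0.18. Hemoglobin genes had 7.62 CPM in NW and 90.9 CPM in ABX over all cells. Genes are not independent, and free RNA enters these medians, so they are given as values only.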
